# Stabilizing the retromer complex rescues synaptic dysfunction and endosomal trafficking deficits in an Alzheimer’s disease mouse model

**DOI:** 10.1186/s40478-025-02096-8

**Published:** 2025-09-10

**Authors:** David Ramonet, Anna Daerr, Martin Hallbeck

## Abstract

Disruptions in synaptic transmission and plasticity are early hallmarks of Alzheimer’s disease (AD). Endosomal trafficking, mediated by the retromer complex, is essential for intracellular protein sorting, including the regulation of amyloid precursor protein (APP) processing. The VPS35 subunit, a key cargo-recognition component of the retromer, has been implicated in neurodegenerative diseases, with mutations such as L625P linked to early-onset AD. Despite growing evidence for retromer dysfunction in AD, its role in synaptic pathology and neuroinflammation remains incompletely understood. Here, we investigate the acute molecular effects of retromer stabilization in the 5xFAD mouse model of AD using the pharmacological chaperones R55 and R33, previously identified to enhance VPS35 stability. Following intracranial stereotaxic injections, we performed transcriptomic profiling, quantitative histology, and immunohistochemistry to assess synaptic function, neuroinflammation, and endosomal trafficking. Our findings reveal that retromer stabilization reverses multiple AD-associated molecular changes. R55 treatment significantly reduced Aβ-related pathology, normalized synaptic gene expression, and restored long-term potentiation (LTP)-associated pathways, including Gria1 (AMPA receptors), Grip1, and semaphorin/plexin signaling. Additionally, retromer stabilization counteracted dysregulated calcium signaling by modulating Ryr2 and L-type calcium channel expression. Beyond synaptic effects, we observed broad transcriptional and structural changes in the endosomal system. Notably, R55 treatment decreased VPS13 family gene expression, implicated in membrane contact site regulation, while increasing RAB7 levels, suggesting enhanced late-endosomal recycling. VPS35-positive vesicles were redistributed away from the nucleus, indicating restored intracellular trafficking dynamics. In the neuroinflammatory domain, retromer stabilization modulated microglial activation, shifting towards a profile characterized by balanced pro-inflammatory (Il1, Nfkb2) and anti-inflammatory (Il4r, Il13ra1, Stat6) markers, consistent with disease-associated microglia (DAM) phenotypes. Together, these findings demonstrate that retromer dysfunction contributes to key AD pathologies, including synaptic dysfunction and neuroinflammation, and that pharmacological retromer stabilization can restore cellular homeostasis. Given that 5xFAD mice lack direct VPS35 mutations, our results suggest that retromer-targeting strategies may be applicable to both familial and sporadic AD, offering a promising therapeutic avenue for modifying disease progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40478-025-02096-8.

## Introduction

Synaptic dysfunction is an early hallmark of Alzheimer's disease (AD) and other neurodegenerative disorders, driven by disruptions in synaptic transmission and plasticity. In AD, beta-amyloid (Aβ) accumulates within synapses, impairing neurotransmitter release, receptor signalling, and dendritic spine stability, strongly implicating Aβ in synaptic pathology [7, 28]. However, the mechanisms underlying synaptic Aβ accumulation remain incompletely understood, and effective intervention strategies are lacking.

The endolysosomal pathway is crucial for intracellular trafficking including cell membrane vesicle transport and recycling [31]. Clathrin-mediated endocytosis initiates the formation of early endosomes, which mature into multivesicular bodies and are subsequently routed either to the Golgi apparatus via the retrograde pathway or recycled to the plasma membrane. The retromer complex is critical in this process because it determines cargo selection for endosomal transport. The retromer complex plays a crucial role in this process by selecting cargo for endosomal transport, including neuronal receptors, but also amyloid precursor protein (APP) and APP-processing enzymes. Given the rapid turnover of synaptic receptors via endocytosis, any disruption in cargo selection can significantly impact synaptic function [13]. Moreover, the endosomal system is integral to protein maturation, as proteins critical for synaptic activity, including APP, undergo proteolytic processing *en route* from the Golgi to the plasma membrane [34, 37, 39, 43].

A key component of the retromer complex is VPS35, which regulates its assembly, stability, and cargo recognition [6]. Mutations in VPS35, such as D620N, are linked to autosomal dominant Parkinson’s disease (PARK17) [42, 46], while the L625P variant has been associated with early-onset AD [34]. The retromer complex influences APP processing by directing its trafficking within the endosomal system, and alterations in this pathway precede Aβ deposition in AD [9]. Notably, VPS35 expression declines early in the entorhinal cortex, mirroring the spatiotemporal progression of AD pathology [36]. Thus, in AD, early dysfunction in the endosomal and retromer system coincide with the synaptic dysfunctions. VPS35 dysfunction leads to APP accumulation in early endosomes, increased Aβ production and exosomal release, and enlarged axonal endosomes [9, 16, 20]. Furthermore, Aβ itself downregulates VPS35 protein levels, with Aβ colocalizing with VPS35-positive endosomes [1]. Interestingly, the retromer complex also plays a role in microglial function, influencing microglial activation states that are critical in AD pathogenesis [33].

Given the pivotal role of VPS35, efforts have been made to pharmacologically stabilize the retromer complex. A small-molecule screening identified two thiopenthene thiourea compounds, R55 and R33, as pharmacological chaperones that enhance the stability of the binding of VPS35-VPS29 [26]. In vitro, these compounds increased VPS35 and VPS26 protein levels in mouse primary cortical neurons and reduced APP processing, lowering endogenous Aβ42 and Aβ40 levels at low micromolar concentrations (5 µM) [26]. It is now believed that the effect of R55 and R33 is primarily by restoring the function and localization of the retromer complex [10]. However, despite these promising results, there is limited understanding of the therapeutic potential of retromer stabilization in in vivo AD models, exacerbated by the retraction of several key publications in the field [22, 41]. Furthermore, while in vitro data suggest Aβ involvement, the broader molecular mechanisms underpinning retromer-mediated neuroprotection remain unclear. Given that VPS35 interacts with multiple key players in AD pathophysiology, its dysfunction may serve as a central failure hub in disease progression.

In this study, we investigate the acute molecular effects of retromer stabilization in the 5xFAD/C57BL6 murine AD model following 24-h intraparenchymal injections of R55 and R33. Our goal is to map the downstream signalling pathways affected by retromer stabilization and assess the potential to reverse AD-associated molecular events. Given the limited pharmacokinetic data on these compounds and the challenges of long-term intraparenchymal delivery, we focus on the immediate biochemical responses to VPS35 stabilization.

## Materials and methods

### Drugs

The thiophene thioureas, R55 and R33, were obtained as hydrochloride salts from CaymanChem (Ann Arbor, MI) and MedKoo (Morrisville, NC), respectively. To prevent degradation due to hydrolysis and oxidation, the compounds were dissolved in high-purity anhydrous DMSO at a concentration of 300 mM, aliquoted, and stored at − 70 °C. Immediately before intracranial microinjection, one aliquot was thawed and diluted to 10 mM under sterile conditions using freshly prepared 20% sulfobutylether beta-cyclodextrin (Thermo Fisher) in saline. A vehicle control solution containing the same proportions of DMSO and beta-cyclodextrin (final concentration of 3% DMSO) was prepared alongside the drug solutions to ensure consistency across treatments.

Although pharmacokinetic data for R55 and R33 is not available, the estimated final cortical concentration following a 500 nL injection was approximately 25 µM, assuming homogeneous distribution. This concentration exceeds the estimated dissociation constant (Kd) for VPS35 stabilization (~ 5 µM) and the IC₅₀ for Aβ reduction (~ 12 µM) in primary neurons, as previously described (Mecozzi et al., 2014).

### Animals and surgeries

Experiments were conducted using 16-week-old female 5xFAD/C57BL6 mice (B6), specifically Cg-Tg(APPSwFlLon, PSEN1*M146L*L286V)6799Vas/Mmjax, obtained from The Jackson Laboratory (JAX) and locally bred with C57BL/6 J mice from the same source. Compounds were administered via stereotaxic microinjection into the lateral parietal associative cortex using the following coordinates: caudal − 2.06 mm, lateral −1.5 mm, and ventral − 0.8 mm. Infusions were performed at a rate of 100 nL/min, with a total volume of 500 nL.

Twenty-four hours post-injection, mice were euthanized, and brains were rapidly dissected. For the transcriptomics study, six mice per treatment group (n = 6 per group) were used. A cortical tissue block measuring approximately 1 mm3 was isolated from each hemisphere, with the injection site serving as the focal point in the ipsilateral hemisphere. The contralateral hemisphere was used as an internal control. Care was taken during microdissection to ensure that no parts of the corpus callosum were included, thereby preventing contamination from interhemispheric structures. To preserve RNA integrity, tissue blocks were submerged in RNAlater (Thermo Fisher) and stored at − 70 °C until processing. For histological analysis, an independent cohort of mice (n = 3 per treatment) underwent intracardiac perfusion with PBS followed by 4% PFA in PBS before whole-brain dissection. Tissue assignments for drug or vehicle treatment were randomized, and researchers were blinded to treatment identity until the completion of data analysis. All procedures were approved by the Animal Ethics Committee of Linköping University and conducted in accordance with ethical guidelines for animal research.

### Expression profiling

Total RNA was extracted using the RNeasy + Mini Kit (Qiagen) and processed with the QIAcube automated system (Qiagen). RNA integrity was assessed using Bioanalyzer RNA 6000 Nano Chips (Agilent), and all samples had an RNA integrity number (RIN) exceeding 8.5. RNA quantification was performed using Quant-iT (Invitrogen), and indexed sequencing libraries were constructed with the Illumina Stranded mRNA Prep Kit. Deep RNA sequencing was conducted using a NextSeq 2000 (Illumina, P50 flow cell) following the standard Illumina pipeline.

Paired-end reads were aligned to the mouse GRCm39 genome (June 2020) using HISAT2, with sequencing depths ranging between 20 and 40 million mapped reads per sample. Differential expression analysis was performed using DESeq2 within the R (R Core Team, 2023, www.r-project.org) and Bioconductor [14] framework, comparing gene expression in the injected hemisphere to that in the contralateral hemisphere. Additional comparisons were made between treatment groups, including R55 vs. vehicle, R33 vs. vehicle, and R55 vs. R33. Pathway and functional enrichment analyses were conducted using multiple databases, including Gene Ontology (GO), InterPro, KEGG, Monarch, Pfam, SMART, STRINGdb, UniProtKB, and WikiPathways.

To contextualize transcriptional alterations observed in 5xFAD mice, external reference datasets were used, including publicly available RNA-seq data from MODEL-AD datasets (GSE168137, [11]), which document transcriptomic changes in 5xFAD mice across disease progression, from Bliim, Leshchyns’ka, Keable, Chen, Curry-Hyde, Gray, Sytnyk and Janitz [5] (GSE110908), which describes gene expression changes following chemically induced long-term potentiation (cLTP) and [19] describing the disease-associated microglia (DAM) phenotypes in 5xFAD.

### Quantitative histology

Following transcardial perfusion, brains were cryoprotected in sucrose in 4% PFA until they lost buoyancy, then snap frozen. Sections were obtained using a cryostat and immunostained with the following primary antibodies: anti-VPS35 (clone 7E4, NBP2-78823, Novus Biologicals, CO), anti-RAB7 (clone E9O7, Cell Signaling, MA), anti-VPS13b (PA5-34406, Invitrogen), anti-SORL1 (NB100-785, Novus) and anti-IBA1 (ab5076, Abcam).

Fluorescence microscopy was performed using a Zeiss LSM700 confocal microscope, and image deconvolution was applied for signal enhancement. Cortical layer V neurons adjacent to the injection site, but sufficiently distant from the needle track to maintain normal parenchymal morphology, were segmented using QuPath [2]. Fluorescence intensity was quantified in approximately 700 segmented neurons per protein. The quantification was done in the cortex layer V, aiming to analyse as close to the injection track as possible but without artefacts from the procedure. For the Sorl1 study, the morphometry, location and distance to nuclear envelope of about 20,000 Sorl1 + particles was analysed using ImageJ DiAna plugin [12].

### Statistical analysis

All data were analyzed using R, with results presented as mean ± standard error (SE). For multiple comparisons, FDR corrected p-values are presented. The statistical significance threshold was set at α = 0.05. Two-tailed statistical tests were applied for comparisons.

## Results

### Selection of the 5xFAD model for retromer stabilization studies

To determine the most suitable mouse model for investigating retromer dysfunction in AD, we analysed temporal expression patterns of key genes within the retromer interactome and its cargo across multiple transgenic AD models, including APP NL-F knock-in, APP NL-G-F knock-in, APP/PS1, 3xTgAD, and 5xFAD (Fig. 1A). We compared these profiles to human AD datasets, assessing how gene expression evolved with disease progression and transgenic model age (Fig. 1B). Among these models, 5xFAD exhibited the most extensive and consistent changes, closely mirroring human AD pathology. Based on these findings, we selected 5xFAD mice as the primary model for this study.

**Fig. 1:**
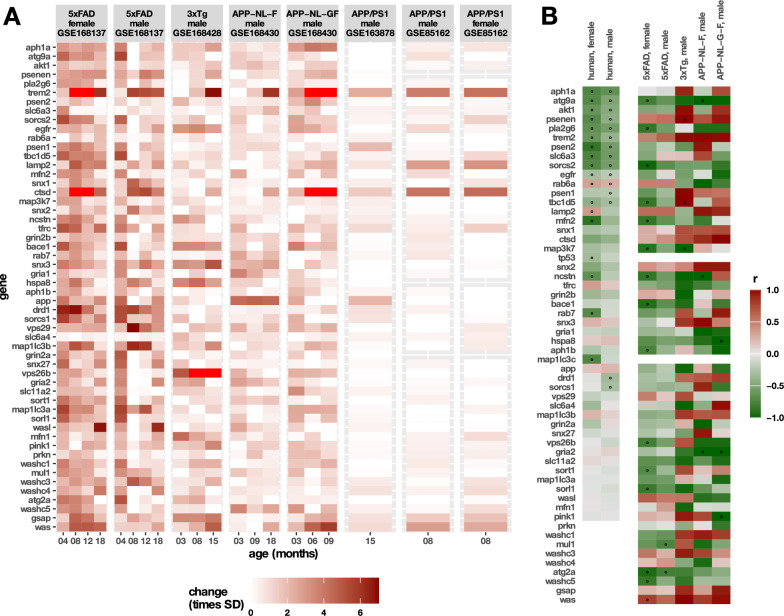
Temporal evolution of retromer interactome genes and cargo in transgenic AD models and human AD cohorts. **A** Temporal progression of retromer-related gene expression across multiple transgenic AD models. Expression changes are color-coded relative to the mean expression across transgenic and wild-type littermates at all ages and normalized to the standard deviation (SD). To enhance clarity, wild-type expression levels are not shown. **B** Correlation between expression of equivalent genes in human AD cohorts and disease progression, assessed by Mini-Mental State Examination (MMSE) scores (data from GSE185909). In transgenic mouse models, expression was analyzed as a function of age (data from the same GSE dataset as panel A). Correlations are presented separately by sex, with significant correlations (*p* < 0.05) indicated by"o"

### Retromer stabilization by R55 restores synaptic and neuroinflammatory pathways

To assess the impact of retromer stabilization, 5xFAD mice received intracranial stereotaxic injections of R55 or R33, achieving an estimated final brain concentration of 25 µM. Vehicle-only injections served as controls. Twenty-four hours post-injection, brains were dissected for differential gene expression analysis. 

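The RNA-seq data covered a small block of cortex from each brain hemisphere of female 5xFAD mice, a transgenic model of amyloid pathology, taken at 16 weeks of age and 24 h after the injection of 500 nL. Drug solutions were at 10 mM, and the vehicle solution held no drug. The blocks of the injected and the contralateral hemisphere of a mouse were sequenced as separate libraries. Of the 32 libraries in the deposited table, 27 were used, from 4 vehicle-treated, 5 R33-treated and 5 R55-treated mice. The paper gives 6 mice per group. Both hemispheres were used for 13 of the 14 mice. The remaining mouse, treated with R33, is represented by its injected hemisphere only, and 5 libraries were not used here. The authors aligned paired-end reads to GRCm39 with HISAT2 and deposited FPKM, which are fragments per kilobase of gene, scaled by the total of counted fragments. Within each library the deposited values were whole multiples of 1 fragment, so the fragments behind every value were recovered. Between 15932196 and 38077026 fragments per library were counted on genes, with a median of 27441308. The median library of the injected hemisphere held 28338030 fragments in vehicle controls, 28489017 after R33 and 28214212 after R55. For the contralateral hemisphere the medians were 25265058, 30162610 and 26891913. In the median library, 1 fragment on a gene of 2000 bp corresponds to 0.01822 FPKM. Of 26264 genes in the table, 22013 had at least 1 fragment, and the 12976 genes with a mean of at least 1 FPKM over the 27 libraries were tested. Log2 values of FPKM with 1 added were fitted with limma, with treatment and hemisphere as separate factors and Benjamini-Hochberg adjustment over all tested genes. Log₂ fold changes are given with their standard error (SE) from that fit, and adjusted p-values come from its two-sided moderated test. Genes are called differentially expressed at an adjusted p-value under 0.05. Gene positions are those of GENCODE release 39 on GRCm39, the build the authors used, matched by symbol for 12671 of the tested genes. For groups of genes, the mean log2 value over the tested genes was taken for each mouse, averaged over its hemispheres, and compared by a two-sided exact permutation test over mice. With 5 drug-treated and 4 vehicle-treated mice there are 126 splits, and the smallest p-value they allow is 0.0079. These p-values were adjusted over the 14 group comparisons made.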

Hematoxylin and eosin staining of sections from the injection site showed the injection canal with intact surrounding tissue without signs of toxicity from the treatments. Neurons appeared with normal morphology after both vehicle, R55 and R33 injections (Supplementary Fig. 1), sections from R55 and R33 treated animals appeared to have a slight increase in microglia. Out of 19,646 detected genes, 218 (1.10%) were significantly differentially expressed in R55-treated mice compared to vehicle controls (Fig. 2A, GSE267989). 

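In the limma fit, 1 of 12976 genes was differentially expressed between R55-treated mice and vehicle controls. At an unadjusted p-value under 0.05 there were 1096 genes, 611 higher and 485 lower after R55. The called gene was Ryr2, which encodes the neuronal ryanodine receptor and lies on chromosome 13 from 11567988 to 12121870. It measured 11.8 ± 1.38 FPKM in vehicle controls (SD, n = 4 mice) and 8.09 ± 0.49 FPKM after R55 (SD, n = 5), a log₂ fold change of -0.50 (SE 0.083, adjusted p = 0.0322). All 5 R55-treated mice were below the lowest vehicle control, and the log₂ fold change stayed between -0.55 and -0.45 with each mouse left out in turn, but the gene was called in only 5 of those 14 fits. This fit counts the 2 hemispheres of a mouse as separate samples, although they correlate. No gene was called with the correlation within mice modelled (smallest adjusted p = 0.769, limma with duplicateCorrelation, chosen after seeing the data) or with 1 library per mouse (smallest adjusted p = 0.369, limma). Of the 207 gene symbols read from the network of Fig. 2B, 160 were tested, and 114 of these were lower and 46 higher after R55. Adjusted over these 160 genes alone, 158 passed 0.05, against 1 when adjusted over all tested genes. The list holds the paper's own calls on these mice, so the first number shows no stability. The alternative that moved the count most left out the R33-treated mouse labelled AD (a label of the mouse, not the disease), with 50 genes called, 44 of them in the network list. When only the R55 and vehicle libraries were fitted, 12 genes were called, all in the network list. None was also called when each library's trend of expression on transcript length was removed, with 856 genes at an unadjusted p-value under 0.05, and the log₂ fold change of Ryr2 was then -0.236. Across all tested genes the log₂ fold change fell with transcript length (Spearman's rho = -0.494, across genes, which are not independent replicates), and outside the gene lists taken from the paper rho was -0.484 over 12647 genes. The median log₂ fold change was 0.10 in the group of shortest genes (median length 868 bp) and -0.10 in the group of longest genes (median length 8321 bp), which holds 80 of the 160 tested network genes.

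**Figure D1:**
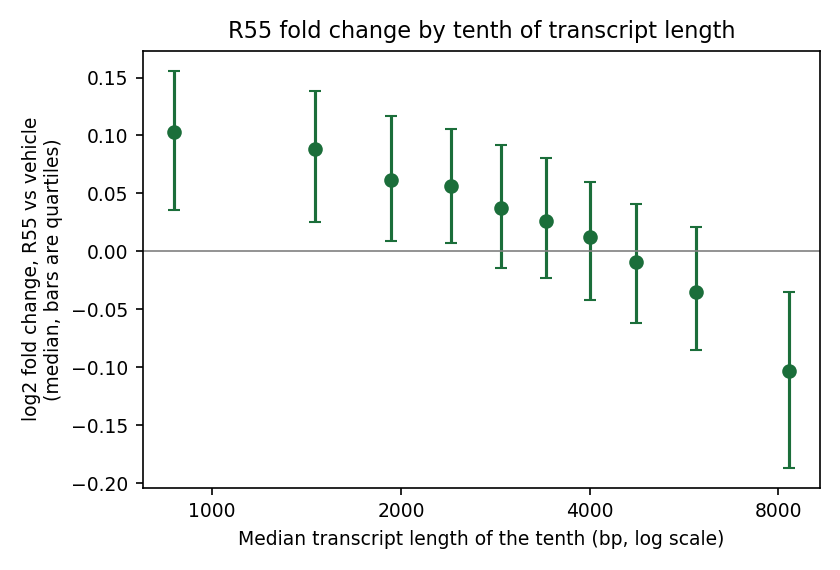
Median log₂ fold change of R55-treated mice against vehicle controls (vertical axis) in 10 groups of tested genes ordered by transcript length, drawn at each group's median length in bp (horizontal axis, log scale), with bars from the lower to the upper quartile of the genes. The median falls from 0.10 in the shortest genes to -0.10 in the longest.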

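No gene was differentially expressed between R33-treated mice and vehicle controls (smallest adjusted p = 0.394, limma), with 762 genes at an unadjusted p-value under 0.05, 414 higher and 348 lower. Without the filter on low expression 1 gene was called, Vgll2, which was lower after R33 and was singled out only after its values were seen. All 160 tested genes of the Fig. 2B network changed in the same direction after R33 as after R55, and for 151 of them the R55 change was the larger. The median log₂ fold change of these genes was -0.20 after R33 and -0.27 after R55. Both drugs were compared with the same 4 vehicle-treated mice. The network holds the paper's R55 calls on these mice, so a larger R55 change was to be expected from that choice alone.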

R33 treatment resulted in 19 differentially expressed genes (0.10%), with most showing changes similar to R55 but of lower magnitude. Direct comparison of R55 vs. R33 revealed only 11 significantly altered genes (0.05%), supporting the hypothesis that R55 and R33 share a similar mechanism of action, with R55 exhibiting stronger effects at this time point. Thus, we focused mainly on R55 for the rest of the study, unless otherwise stated. 

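No gene was differentially expressed between R55-treated and R33-treated mice (smallest adjusted p = 1, limma), with 149 genes at an unadjusted p-value under 0.05, 95 higher and 54 lower after R55. There were 55 such genes with the correlation within mice modelled, and 77 with 1 library per mouse. The excess of higher genes was lost with the length trend removed (98 higher, 100 lower) and with the GC trend removed (74 higher, 74 lower). Without the R33-treated mouse labelled AD, 2 genes were called, Dusp1 and Ier2, both higher after R55. They were singled out only after their values were seen. That fit had 1335 genes at an unadjusted p-value under 0.05, 819 higher and 516 lower. Of the 160 tested network genes, 9 had an unadjusted p-value under 0.05 between the drugs. Across all tested genes, the log₂ fold changes of R55 and R33 against vehicle had a Pearson correlation of 0.732 (jackknife SE over mice 0.429), where genes are not independent replicates. Because both fold changes share the vehicle controls, the 4 vehicle-treated mice were also split into pairs, one pair for each drug. Over the 6 ways to do so the mean correlation was 0.067, and the values ran from -0.246 to 0.311. With the vehicle controls shared but without the R33-treated mouse labelled AD, the correlation was 0.311.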

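Between the injected and the contralateral hemispheres of all treatments no gene was differentially expressed (smallest adjusted p = 0.359, limma), with 450 genes at an unadjusted p-value under 0.05, 189 higher and 261 lower in the injected hemisphere. Both hemispheres came from one mouse, so the fit was repeated with the mouse as a replicate block over the 13 mice with both hemispheres. The paired fit called 0 genes (smallest adjusted p = 0.0974), with 797 at an unadjusted p-value under 0.05. Of these, 403 were higher and 394 lower, so the excess of lower genes was not kept. As a check of the pairing, the deviations from the group mean correlated at a mean of 0.394 between the hemispheres of a mouse (13 pairs, from -0.079 to 0.648) and at -0.106 between hemispheres of different mice (48 pairs). In vehicle-treated mice alone 0 genes were called, with 144 at an unadjusted p-value under 0.05 without the block and 524 with it. The alternative that moved the count most, chosen after seeing the data, modelled the correlation within mice (0.347) with the length trend removed. It called 5 genes, A2m, Gbe1, Inha, Mpped1 and Tnfrsf12a, 3 higher and 2 lower, which were singled out only after their values were seen.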

Microinjection alone caused 171 genes (0.87%) to be differentially expressed between the injected and contralateral hemispheres. However, only four genes (*Cdca5, Esyt1, Ifi30, Mmp12*) overlapped with the R55 vs. vehicle dataset, suggesting minimal confounding effects from injection trauma (data not shown).

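No gene could be called in both comparisons, because the injection comparison called 0 genes. In both, 26 genes had an unadjusted p-value under 0.05 (53 with the mouse as a block in the injection comparison). Esyt1 and Ifi30 were expressed above the filter. Esyt1, on chromosome 10 from 128345834 to 128361870, measured 4.33 ± 0.163 FPKM in vehicle controls (SD, n = 4) and 5.71 ± 0.941 FPKM after R55 (SD, n = 5). Its log₂ fold change was 0.33 (SE 0.085, adjusted p = 0.259, limma), with 5 of 5 R55-treated mice above every vehicle control, and 0.21 between the hemispheres (adjusted p = 1). Ifi30, on chromosome 8 from 71215403 to 71219334, changed by 0.50 after R55 (SE 0.269, adjusted p = 0.598) and by 0.57 in the injected hemisphere. Cdca5 and Mmp12 averaged less than 1 FPKM and were fitted without the filter. Cdca5 measured 0.0646 ± 0.0405 FPKM in vehicle controls and 0.243 ± 0.195 FPKM after R55, and Mmp12 0.047 ± 0.0116 and 0.416 ± 0.611 FPKM. Their log₂ fold changes after R55 were 0.21 (adjusted p = 0.655, limma) and 0.29 (adjusted p = 0.719), and between the hemispheres 0.12 and 0.29. Adding 1 to values this low shrinks fold changes. With 0.1 added, chosen after seeing the data, the R55 changes were 0.884 (adjusted p = 0.639) and 0.81 (adjusted p = 0.707), and the log2 ratios of the mean FPKM were 1.91 and 3.14.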

**Fig. 2:**
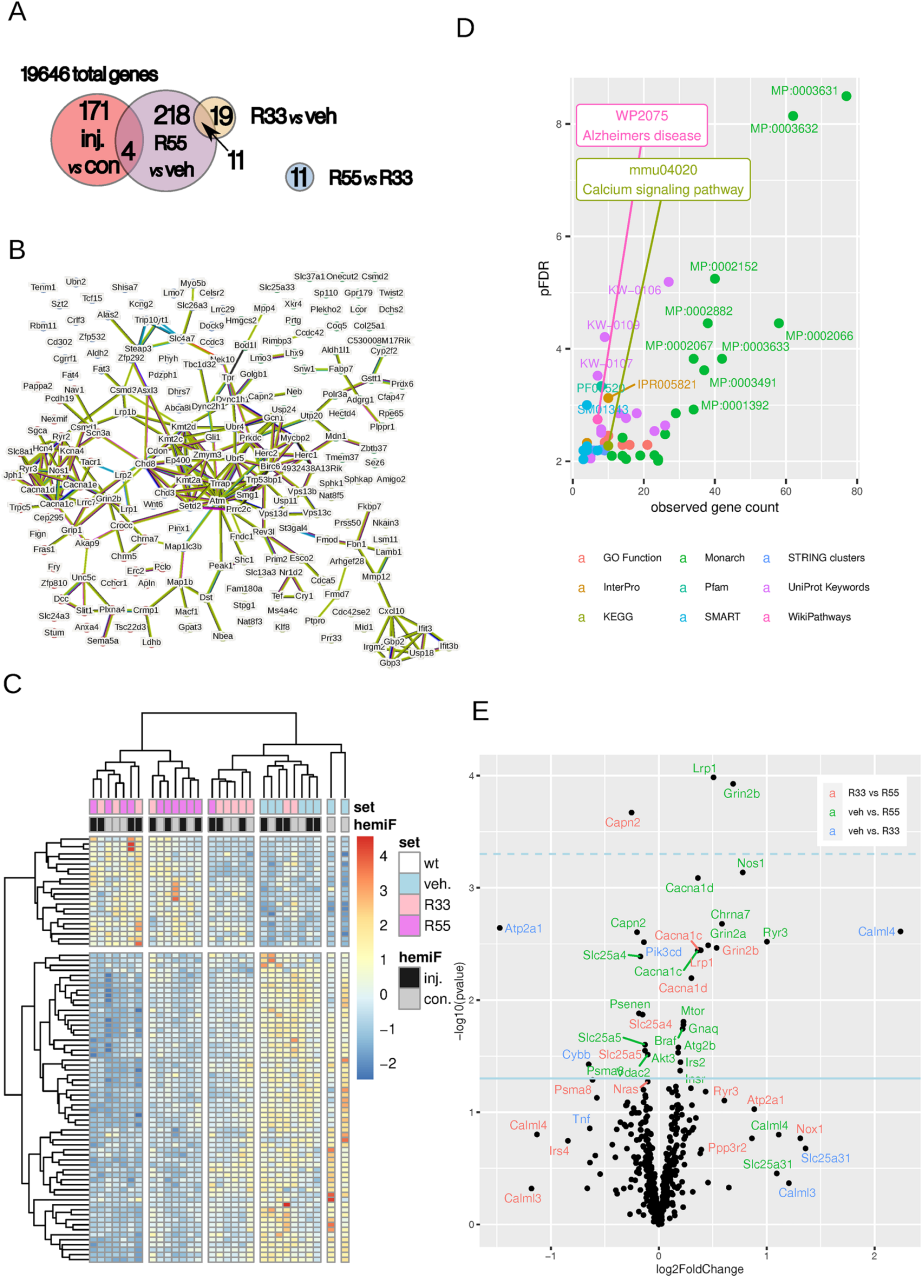
Differential gene expression and pathway enrichment following retromer complex stabilization by R55 and R33 in 5xFAD mice. **A** Summary of differentially expressed genes (DEGs) after treatment with R55, R33, or vehicle (Veh) in the injected (Inj) and contralateral (Con) hemispheres. Treatment and hemisphere were included as separate factors in the statistical model, and pairwise contrasts were conducted for each. **B** Interaction network of DEGs between R55 and vehicle, with significantly higher connectivity than expected by chance (*p* < 1 × 10^−16^). **C** Heatmap of significant DEGs between R55, R33 and vehicle across individual samples. **D** Pathway enrichment analysis of significantly altered genes in the R55 vs. vehicle comparison, color-coded according to the database source. Enrichment significance is represented as –log₁₀ (False Discovery Rate, FDR). All displayed terms are significant (*p* < 0.05). **E** Volcano plot illustrating log₂ fold changes of genes from the Alzheimer’s WP2045 dataset under different treatment conditions (R55, R33, and vehicle)

Network analysis of the R55-regulated genes identified 247 interactions with an average node degree of 2.38 (Fig. 2B), significantly exceeding the expected 101 interactions from a random dataset (*p* = 1.10e-16), demonstrating that R55 selectively modulates interconnected pathways. Hierarchical clustering revealed distinct gene expression signatures across hemispheres and treatment groups (Fig. 2C). 

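The heatmap of Fig. 2C draws the paper's called genes, whereas the separation of the treatment groups was measured here over all 12976 tested genes, on the mean of the hemispheres of each of the 14 mice. Treatment gave a pseudo-F of 0.726 (PERMANOVA on Euclidean distances with 100000 permutations of treatment over mice, p = 0.8128). On the 500 genes with the largest variance the pseudo-F was 0.71 (permutation p = 0.7604), and in the injected hemisphere alone 0.724 (permutation p = 0.846). For the contralateral hemisphere, an alternative chosen after seeing the data that moved the value most, the pseudo-F was 1.06 over 13 mice (permutation p = 0.3847). The mice carry labels of 1 or 2 letters, and this series of the label gave a pseudo-F of 3.745 in place of treatment (permutation p = 5.0e-04). With the series as a covariate and treatments exchanged only within it, also chosen after seeing the data, treatment gave a pseudo-F of 0.783 (exact permutation p = 0.7687 over 50400 assignments).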

Interestingly, gene expression changes were observed in both ipsilateral and contralateral hemispheres, suggesting widespread parenchymal distribution of the compounds.

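Fitted on the libraries of one hemisphere at a time, R55 against vehicle gave 0 differentially expressed genes in the injected hemisphere (141 at an unadjusted p-value under 0.05) and 0 in the contralateral hemisphere (1486). The counts at the unadjusted level were 208 and 800 with the length trend removed. With each mouse left out in turn they ran from 64 to 327 and from 989 to 2513. The difference of the R55 effect between the hemispheres was tested as an interaction in one fit, and 0 genes passed (239 at an unadjusted p-value under 0.05). With the mouse as a replicate block 0 genes passed as well (769 at an unadjusted p-value under 0.05, smallest adjusted p = 0.806, limma). Of the 160 tested network genes, 159 changed in the same direction in both hemispheres. Their median log₂ fold change was -0.18 in the injected and -0.35 in the contralateral hemisphere. Both hemispheres entered the paper's calls, so a shared direction in these genes was to be expected. Across all tested genes the R55 log₂ fold changes of the hemispheres had a Pearson correlation of 0.392 (jackknife SE over mice 0.292), and genes are not independent replicates. Both hemispheres come from the same mice, so this correlation also carries differences between mice. The fold changes fell with transcript length in the contralateral hemisphere (Spearman's rho = -0.585 across genes) and less in the injected hemisphere (rho = -0.133). Without the R55-treated mouse labelled Q these were -0.415 and -0.24, so much of the contrast depends on that mouse. The difference of the R55 effect between the hemispheres correlated with length at rho = 0.541. Of 100 splits of the mice, the real one included, 22 gave a rho as far from 0.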

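The gene groups drawn in Fig. 3 were used for the synaptic and calcium-related terms, since the enrichment databases were not analysed here. All 21 postsynapse genes were lower after R55, with a median log₂ fold change of -0.46, and each had an unadjusted p-value under 0.05 (smallest adjusted p = 0.13 over all tested genes, limma). After removal of the length trend, 18 of them had an unadjusted p-value under 0.05. Of the synaptic transmission genes 23 were tested, and 22 were lower. Of the calcium-binding genes 17 were tested, and 13 were lower. Over all tested genes, 1 gene of each of the last groups passed adjustment, Ryr2, and 0 of the postsynapse genes. Adjusted over each list alone, all 21, 23 and 17 genes passed, but the lists were drawn from the paper's calls on these mice and this shows no stability. Out of 10000 random lists of the same size, matched for expression and transcript length, 0.0% had a median as low as the postsynapse genes or the synaptic transmission genes. That, too, was to be expected of lists drawn from calls on these mice.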

Enrichment analysis using multiple databases, revealed that the majority of the enriched GO terms were neuronal and synaptic-related, as well as some related to calcium handling and axonal organization (Fig. 2D). 

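The list of WP2075 genes drawn in Fig. 2 holds 23 genes, of which 21 were tested and 16 were lower after R55. At an unadjusted p-value under 0.05 there were 16 genes. None passed adjustment over all tested genes (smallest adjusted p = 0.235, limma) and 14 passed adjustment over the list alone, which was drawn from these data and shows no stability. Mean log2 expression of the list was 4.04 ± 0.07 in vehicle controls (SD, n = 4 mice) and 3.85 ± 0.063 after R55 (SD, n = 5), a difference of -0.19 (two-sided exact permutation p = 0.0079, adjusted p = 0.0222), with 5 of 5 R55-treated mice below every vehicle control. The mice carry labels of 1 or 2 letters. Among the mice with a single letter the difference was -0.23 (3 mice against 3, exact permutation p = 0.1, the smallest they allow), and among those with a double letter -0.10, where 1 vehicle-treated mouse is too few to test. Among the alternatives on the log2 scale, the removal of the length trend moved this score most and left -0.11 (exact permutation p = 0.0238).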

The AD-related pathway WP2075 was significantly altered, along with synaptic organization pathways and other CNS-related phenotypes. 

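The EGF-like domain genes drawn in Fig. 3 number 10, of which 7 were expressed above the filter. All 7 were lower after R55, with log₂ fold changes from -0.66 to -0.37 and a smallest adjusted p-value of 0.13 over all tested genes. Fitted without the filter, all 10 had an unadjusted p-value under 0.05. The 4 genes of the Vps13 family, Vps13a, Vps13b, Vps13c and Vps13d, were also lower, with a median log₂ fold change of -0.33. Their median transcript length of 13738 bp compares with 3149 bp over all tested genes. Among 10000 random lists of 4 genes matched for expression and transcript length, 0.3% had a median as low as the Vps13 family, and the median of those lists was -0.15. Among 10000 lists of 7 genes matched in that way, 0.0% were as low as the EGF-like domain genes.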

Structural protein domain enrichment analysis highlighted common domains in the differential expression genes, specifically the ones related to PSD-95, *Egf*-like, and *Vps13* families (Fig. 2E). Notably, a volcano plot of WP2075 genes (Fig. 2F) confirmed that both R55 and R33 modulated gene expression in the same direction, with R55 exerting stronger effects.

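Of the 21 tested WP2075 genes, 20 changed in the same direction after R33 as after R55, and in 18 the change after R55 was the larger. The list was drawn from the R55 results on these mice, which favours larger R55 changes. The exception in direction was Calml4, with a log₂ fold change of -0.22 after R55 and 0.65 after R33 (R55 against R33 -0.88, adjusted p = 1, limma). At an unadjusted p-value under 0.05 there were 6 genes after R33, and only Calml4 reached it between the drugs. The mean log2 expression of the list after R33 was 3.95 ± 0.155 (SD, n = 5 mice), a difference from vehicle controls of -0.09 (two-sided exact permutation p = 0.3254, adjusted p = 0.5062). The lowest R33-treated mouse, labelled AD, was at 3.67. With each mouse left out in turn, the difference from vehicle controls ran from -0.1231 to -0.0254.

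**Figure D2:**
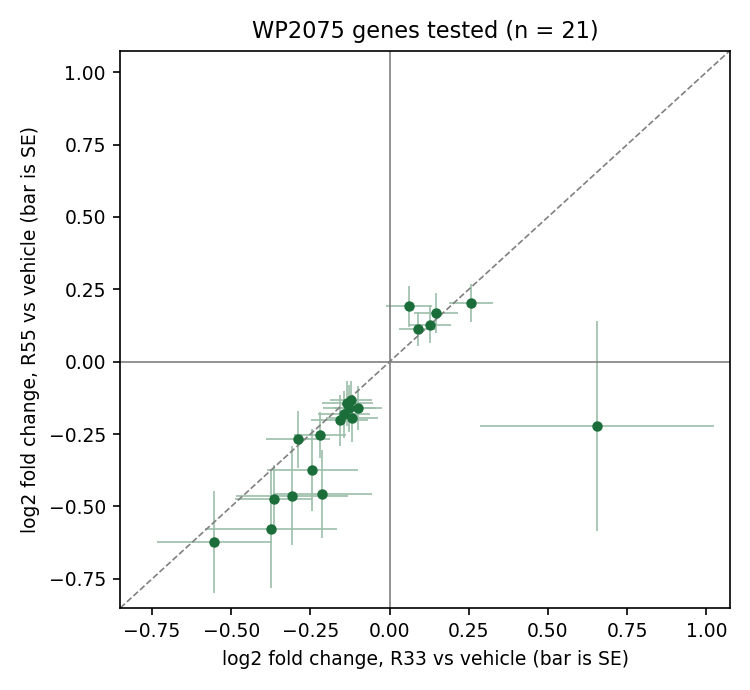
Log₂ fold change against vehicle controls of the 21 tested WP2075 genes after R33 (horizontal axis) and after R55 (vertical axis), with bars of 1 SE and a dashed line where both changes are equal. In 20 genes both changes have the same sign, and Calml4 lies apart at 0.65 after R33 and -0.22 after R55.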

### Retromer complex stabilization reverses synaptic deficits in 5xFAD mice

To evaluate the potential neuroprotective effects of retromer-directed therapy, we compared R55-induced gene expression changes with data from the MODEL-AD 5xFAD mouse reference dataset [11]. We selected relevant enrichment clusters and plotted gene expression changes at 4 months (dots) and 8 months (bars) of age in red, and overlaid R55-induced changes in green (Fig. 3). As none of the databases contain a defined cluster for retromer complex-related genes, we manually curated a set of retromer genes that also included relevant cargos to evaluate the effects in this cluster. For most genes, R55 treatment induced expression changes of similar magnitude but reversed to those observed at 8 months in 5xFAD mice, suggesting that retromer stabilization normalizes AD-related transcriptional alterations. This effect was largely specific to AD-related pathways, as genes from the Parkinson’s disease-associated WP2371 pathway showed minimal changes, with none reaching significance in the R55 vs. vehicle comparison.

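The R55 side of the comparison in Fig. 3 was computed here, and the MODEL-AD data were not analysed here. Of the 18 retromer-associated genes, 17 were tested, 13 were lower and 4 higher after R55, and 12 had an unadjusted p-value under 0.05. None passed adjustment over all tested genes (smallest adjusted p = 0.13, limma), and 9 passed over the list alone. Their mean log2 expression was 4.01 ± 0.088 in vehicle controls (SD, n = 4 mice) and 3.81 ± 0.045 after R55 (SD, n = 5), a difference of -0.20 (two-sided exact permutation p = 0.0079, adjusted p = 0.0222, 5 of 5 mice below every vehicle control). The difference was -0.22 among the mice with a single-letter label (3 against 3, exact permutation p = 0.1) and -0.13 among those with a double-letter label (2 against 1, not tested). In the injected hemisphere alone it was -0.15 (exact permutation p = 0.0714) and in the contralateral hemisphere -0.25 (exact permutation p = 0.0079). The effects in the hemispheres differed by 0.099 (exact permutation p = 0.3333). The legend of Fig. 3 limits this list to genes the paper called on these mice, so its low p-values show no stability. From R55 changes that mostly reversed those of older 5xFAD mice at similar size, the paper proposes that stabilizing the retromer normalizes the altered transcription.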

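Of the 6 Parkinson-associated WP2371 genes drawn in Fig. 3, 5 were expressed above the filter, 2 lower and 3 higher after R55. None passed adjustment over all tested genes or over the list alone. The only gene with an unadjusted p-value under 0.05 was Ube2l6, with a log₂ fold change of 0.34 (adjusted p = 0.56, limma). Pink1 changed by 0.13, Uba7 by 0.11 and Th by -0.002 on the log2 scale.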

**Fig. 3:**
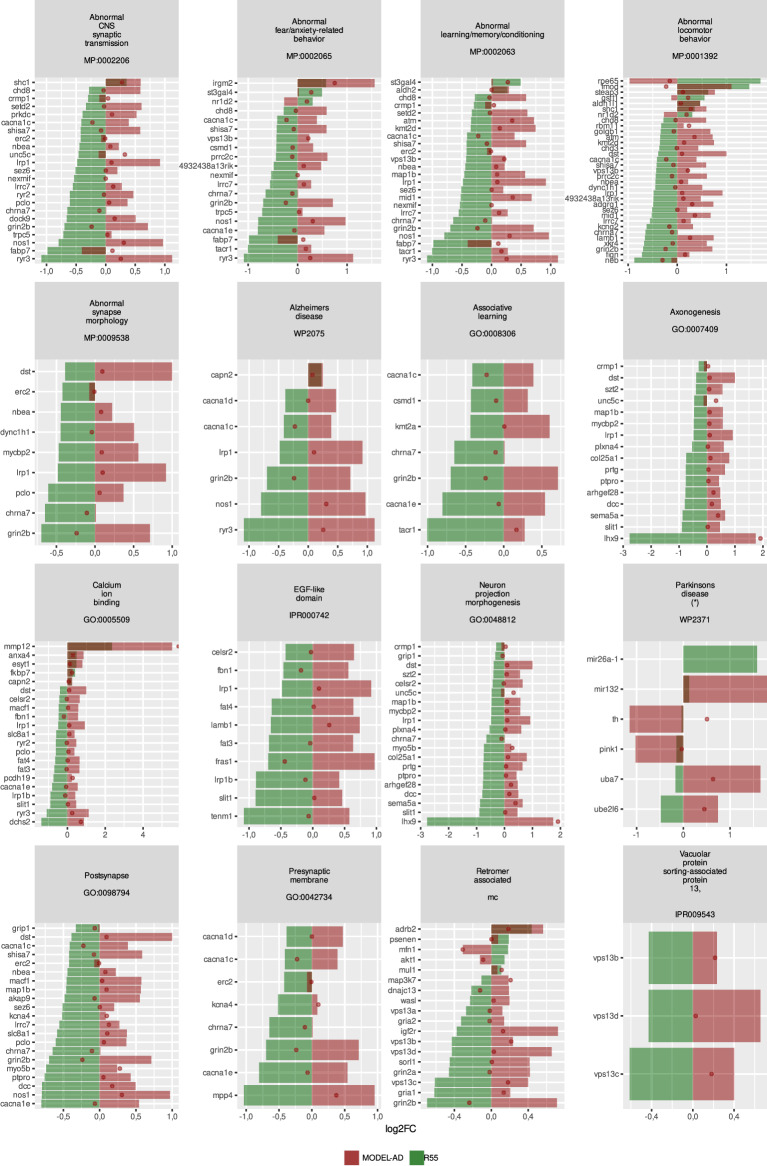
Comparative pathway analysis of retromer complex stabilization in 5xFAD mice relative to MODEL-AD datasets. Comparison of log₂ fold changes between R55-treated and vehicle-treated 5xFAD mice (green) and age-matched 5xFAD vs. wild-type (WT) controls (red) from the MODEL-AD dataset. For MODEL-AD data, dots represent 4-month-old mice, and solid bars represent 8-month-old mice. Gene sets were curated from multiple databases, avoiding redundancy and overly broad categories (e.g., abnormal nervous system phenotypes). Additional manually curated gene sets include retromer-associated genes, as no existing database comprehensively covered this group. Only genes significantly altered in the R55 vs. vehicle comparison are shown, except for WP2371 (Parkinson’s disease pathway), where all significantly altered genes from both comparisons are displayed

To examine the effect on synaptic-related proteins in more detail, we investigated changes in the gene set corresponding to abnormal learning, memory, and conditioning phenotype (Monarch 2063). Comparing R55-induced changes to LTP time-course datasets [5], we found that R55-induced expression changes were strongly aligned with late-phase (2 h) LTP-associated transcriptional signatures (Fig. 4A). For most of these genes the expression changes induced by LTP is opposed to the AD pathological expression changes in the MODEL-AD dataset. Interestingly, the R55 treatment mostly resulted in gene expression changes in the same direction as late LTP, counteracting the 5xFAD changes (Fig. 4B). This suggests that R55 treatment counteracts the synaptic and LTP dysfunction observed in 5xFAD mice.

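Of the 24 learning and memory genes drawn in Fig. 4B, 22 were tested and 20 were lower after R55, with a median log₂ fold change of -0.35. The LTP and MODEL-AD data were not analysed here. The lowest was Fabp7 at -0.80, and the higher genes were Aldh2 at 0.25 and St3gal4 at 0.47. All 22 had an unadjusted p-value under 0.05 and passed adjustment over the list alone, as genes chosen from the calls on these mice would. None passed over all tested genes (smallest adjusted p = 0.235, limma). Their mean log2 expression was 3.85 ± 0.087 in vehicle controls (SD, n = 4 mice) and 3.52 ± 0.062 after R55 (SD, n = 5). The difference of -0.33 had a two-sided exact permutation p = 0.0079 (adjusted p = 0.0222), with 5 of 5 R55-treated mice below every vehicle control. With the length trend removed it was -0.20 (exact permutation p = 0.0079), and 17 of the genes kept an unadjusted p-value under 0.05. It was -0.36 among the mice with a single-letter label (3 against 3, exact permutation p = 0.1) and -0.23 among the others (2 against 1, not tested).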

**Fig. 4:**
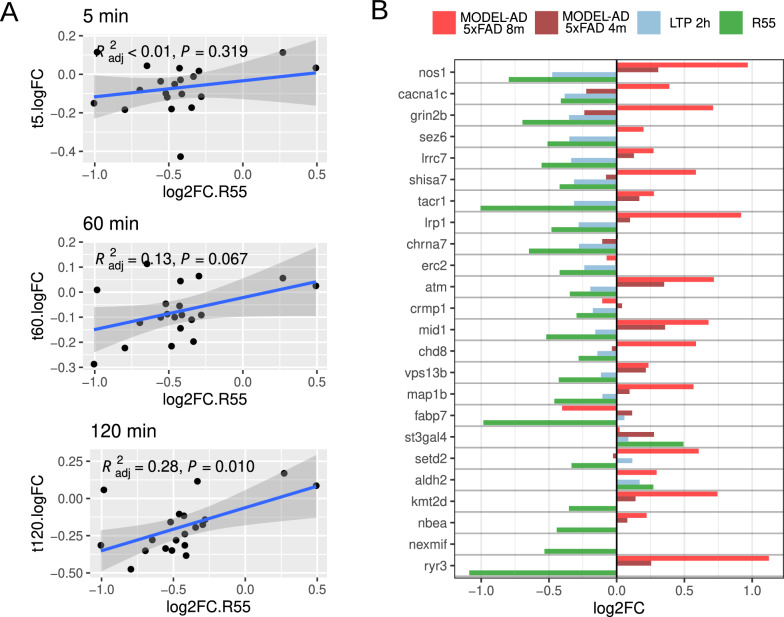
Retromer stabilization restores synaptic gene expression in 5xFAD mice. **A** Correlation of gene expression changes in genes related to abnormal learning, memory and conditioning in R55-treated 5xFAD mice (vs. vehicle) with those observed following chemically induced long-term potentiation (cLTP) at 5, 60, and 120 min, as reported by Bliim et al. [5]. **B** Expression changes of the same genes in our dataset, the Bliim et al. dataset, and the MODEL-AD dataset at 4 and 8 months, providing a temporal context for synaptic gene regulation in AD progression

To summarize and visualize the changes caused by R55 and R33 treatment, we mapped differential expression onto a pathway diagram of endosomal processing in AD (Fig. 5). Interestingly, core retromer proteins (Vps35, Vps26a, Vps29) remained unchanged following R55 treatment and during disease progression (MODEL-AD), but their known cargos and associated proteins showed widespread alterations. This implies functional changes to the retromer that are not through expression changes, that has extensive effects on the endosomal system and many AD related cellular pathways. 

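Vps35, on chromosome 8 from 85986024 to 86026431, measured 56.7 ± 4.69 FPKM in vehicle controls (SD, n = 4 mice) and 58.0 ± 5.06 FPKM after R55 (SD, n = 5), a log₂ fold change of 0.03 (SE 0.063, adjusted p = 0.87, limma). Vps26a (chromosome 10, 62290543 to 62322703) changed by 0.05 (SE 0.055, adjusted p = 0.749) and Vps29 (chromosome 5, 122492420 to 122503047) by 0.04 (SE 0.083, adjusted p = 0.869). With each mouse left out in turn, Vps35 ran from -0.01 to 0.08 and Vps29 from -0.05 to 0.10, so neither direction was stable. The mean log2 expression of the 3 genes was 5.14 ± 0.123 in vehicle controls and 5.18 ± 0.09 after R55 (difference 0.04, two-sided exact permutation p = 0.6111, adjusted p = 0.7436, with 1 of 5 R55-treated mice above every vehicle control). Of the 61 tested genes drawn in Fig. 5, 35 were lower and 26 higher after R55. At an unadjusted p-value under 0.05 there were 8, and 0 passed adjustment over all tested genes or over the list alone (smallest adjusted p = 0.327 over all tested genes).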

Notably, both R33 and R55 treatment resulted in consistent and significant changes in the entire Vps13 domain-containing family, which are critical for endosomal function.

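Vps13d, on chromosome 4 from 144699192 to 144921614, measured 7.61 ± 0.223 FPKM in vehicle controls (SD, n = 4 mice), 6.27 ± 0.977 FPKM after R33 (SD, n = 5) and 5.78 ± 0.325 FPKM after R55 (SD, n = 5). Its log₂ fold change was -0.35 after R55 (SE 0.078, adjusted p = 0.13, limma) and -0.27 after R33. Vps13c (chromosome 9, 67747669 to 67905024) changed by -0.43 after R55 (adjusted p = 0.257), Vps13b (chromosome 15, 35371256 to 35931386) by -0.31 (adjusted p = 0.327) and Vps13a (chromosome 19, 16592730 to 16758354) by -0.21 (adjusted p = 0.571). Vps13d was called when only R55 and vehicle libraries were fitted, and Vps13b, Vps13c and Vps13d when the R33-treated mouse labelled AD was left out. After R33 the adjusted p-values of the 4 genes ran from 0.834 to 0.85. For the family the mean log2 expression was 2.68 ± 0.014 in vehicle controls and 2.35 ± 0.07 after R55, a difference of -0.33 (two-sided exact permutation p = 0.0079, adjusted p = 0.0222, 5 of 5 mice below every vehicle control). After R33 it was 2.46 ± 0.228, a difference of -0.22 (exact permutation p = 0.0635, adjusted p = 0.1111), with 4 of 5 mice below every vehicle control and 1 above. The removal of the length trend left -0.11 after R55 (exact permutation p = 0.0079). The paper singled out this family for its change in these mice, so low p-values of its score show no stability. Among mice with a single-letter label the R55 difference was -0.33 (3 against 3, exact permutation p = 0.1) and the R33 difference -0.11 (exact permutation p = 0.4). Among the others they were -0.32 and -0.38 (2 mice against 1 each, not tested).

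**Figure D3:**
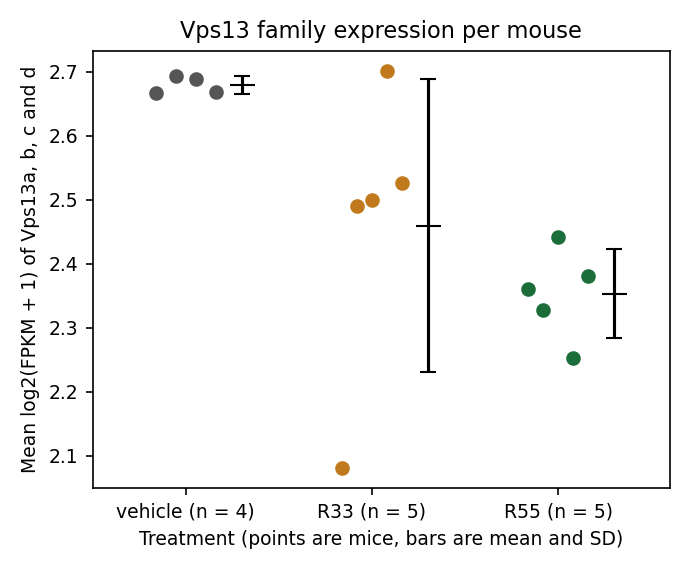
Mean log2 expression of the 4 Vps13 genes in each mouse (points), with the mean and SD of vehicle-treated (n = 4), R33-treated (n = 5) and R55-treated mice (n = 5). The vehicle controls sit between 2.67 and 2.69, the R55-treated mice between 2.25 and 2.44, and the R33-treated mice between 2.08 and 2.70.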

**Fig. 5:**
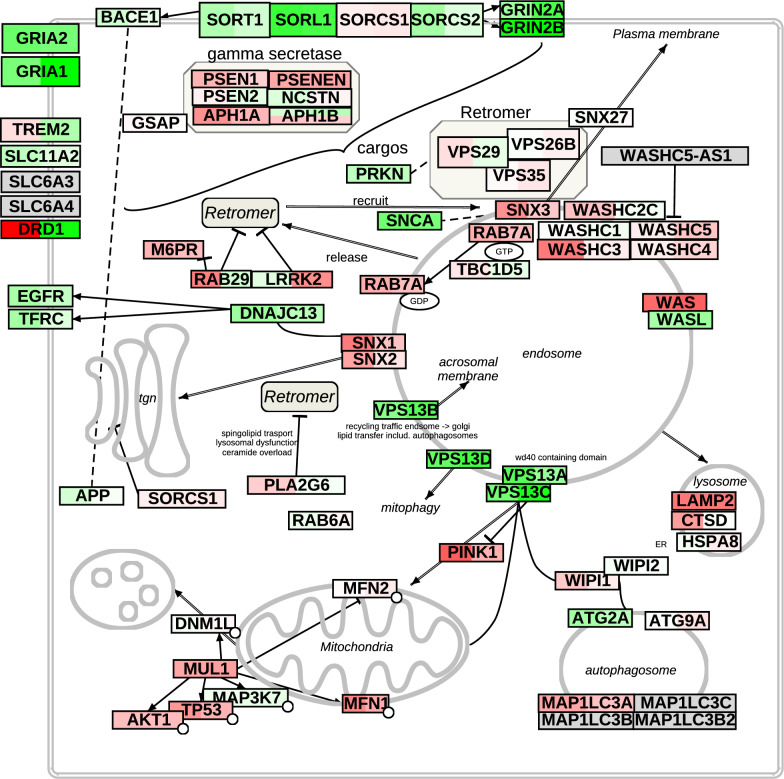
Summary of alterations in the retromer complex and related proteins relevant for Alzheimer's disease. This manually curated diagram summarizes transcriptional changes in retromer-associated genes and related proteins implicated in AD following treatment with R33 (left area in the box for each gene) and R55 (right area). Gene expression changes are represented using a color scale, where green indicates downregulation and red indicates upregulation, with color intensity proportional to the magnitude of change. Genes with minimal or statistically insignificant alterations are displayed in near-white for completeness. Unlike Figs. 3, 4, and 8, which show log₂ fold changes relative to vehicle controls, this figure presents mean Z-normalized values for each treatment in the injected hemisphere, similar to the heatmap in Fig. 2C

### Retromer stabilization alters subcellular protein localization

Given the unexpected alterations in Vps13 gene family expression, we investigated whether retromer stabilization impacted subcellular protein distribution. As expected, VPS35 protein levels did not differ significantly between 5xFAD mice and WT litter mates (supplementary Fig. 2). Immunohistochemistry of VPS35, VPS13b, and RAB7 in the R55 microinjected cortex revealed a significant reduction in VPS13 protein levels, an increase in RAB7 and VPS35 protein levels remained unchanged (Fig. 6), all consistent with the gene expression results. In vehicle-treated 5xFAD mice, VPS35-positive vesicles were irregularly distributed, often near the nucleus. However, in R55-treated mice, VPS35-positive vesicles formed dense clusters and were significantly shifted away from the nucleus (Fig. 6), indicative of enhanced or restored endosomal maturation, potentially driven by normalized expression of VPS13 and RAB7. To determine whether the increase in Rab7 expression was accompanied by changes in lysosomal biogenesis, we examined the transcriptional expression of genes linked to the TFEB/TFE3 axis and lysosomal degradation [32]. 

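Of the autophagy and lysosome genes Atg7, Atg14, Wipi1, Ulk1, Ulk2 and Sqstm1, 5 were higher and 1 lower after R55, and 0 had an unadjusted p-value under 0.05 (smallest adjusted p = 0.627 over all tested genes, limma). The log₂ fold changes ran from -0.02 for Ulk2 to 0.09 for Ulk1. Sqstm1 measured 257.7 ± 25.4 FPKM in vehicle controls (SD, n = 4 mice) and 273.3 ± 12.4 FPKM after R55 (SD, n = 5). As a mean over the 6 genes, log2 expression was 4.42 ± 0.032 in vehicle controls and 4.47 ± 0.012 after R55, a difference of 0.04 (two-sided exact permutation p = 0.0238, adjusted p = 0.0556 over the 14 comparisons), with 4 of 5 R55-treated mice above every vehicle control. With the length trend removed the difference was 0.0246 (exact permutation p = 0.5556), and with size factors in place of the total of fragments 0.0237 (exact permutation p = 0.6111). It was 0.05 among the mice with a single-letter label (3 against 3, exact permutation p = 0.1) and 0.01 among the others (2 against 1, not tested).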

No significant changes were observed in transcriptional markers of this pathway, such as ATG7, ATG14, WIPI1, ULK1, ULK2, or SQSTM1 [44], supporting the interpretation that lysosomal biogenesis was not enhanced after R55 treatment. To further examine the effect on retromer function we analysed the size and subcellular distribution of Sorl1 labelled particles after vehicle and R55 treatment (Fig. 7A) and plotted the data in population density maps (Fig. 7B). In 5XFAD vehicle-treated brains, Sorl1 particle size is distributed in a wide range between 0.1 and 0.3 μm^2^ with peaks at 0.15 and 0.36 μm^2^. When measuring the distance from the nuclear envelope, the main peak is at 5.2 μm, there is a second maximum at 1.7 μm consisting of larger particle sizes. Interestingly, in R55 treated brains this second peak is absent. Furthermore, in the vehicle-treated brains almost half of the particles (5th contour line on the overlap) are less than 1 μm from the nuclear envelope while in the R55-treated brains, only 20% of the particles (3rd contour line on the overlap) remain at this close position. In addition, the particle sizes are larger in the vehicle-treated brains. In summary, R55 treatment results in a normalization of Sorl1 particle sizes and distributions.

**Fig. 6:**
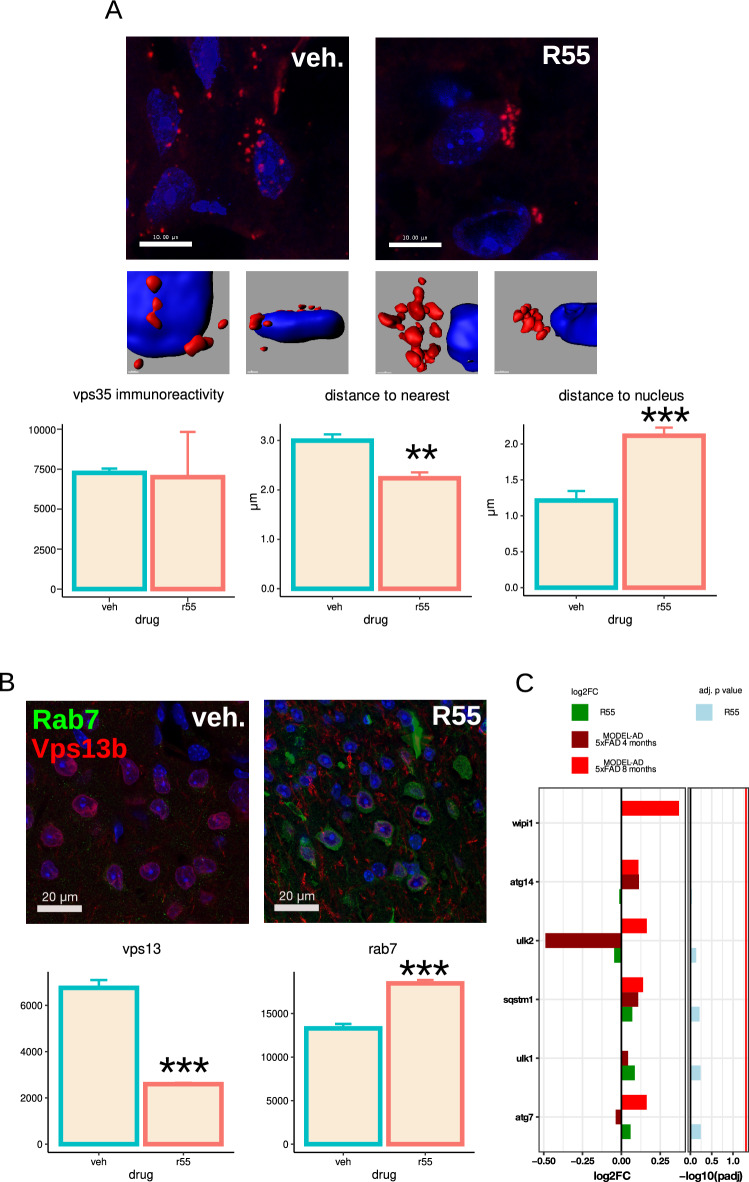
Immunohistochemical analysis of VPS35, VPS13, and RAB7 following R55 treatment in 5xFAD mice. **A** Representative images of VPS35 immunolabeling (red) in vehicle- and R55-treated mice (top). Nuclei labeled by DAPI. Mid panel shows the corresponding 3D reconstructions of the VPS35 immunolabeling. Quantification of the mean fluorescent intensity (arbitrary units) of VPS35-positive particles (bottom) shows no change in the amount of VPS35, but that R55 treatment reduce the distance to the nearest particle (increased VPS35 clustering) and the spatial distribution away from the nucleus. **B** Representative images of VPS13 (green) and RAB7 (red) immunolabeling in vehicle- and R55-treated mice (top). Quantification of VPS13 and RAB7 mean fluorescent intensity (arbitrary units) within segmented region of interest (bottom) confirms R55-induced VPS13 reduction and RAB7 upregulation. Note that background staining, most evident in the R55 image was not included in the segmentation which was done around each nucleus. **C** Expression changes of genes linked to the TFEB/TFE3 axis and lysosomal degradation in our dataset (green). No significant changes were observed in ATG7, ATG14, WIPI1, ULK1, ULK2, or SQSTM1 (red line shows *p* = 0.05), supporting the interpretation that lysosomal biogenesis was not enhanced after R55 treatment. MODEL-AD dataset at 4 and 8 months included for comparison

**Fig. 7:**
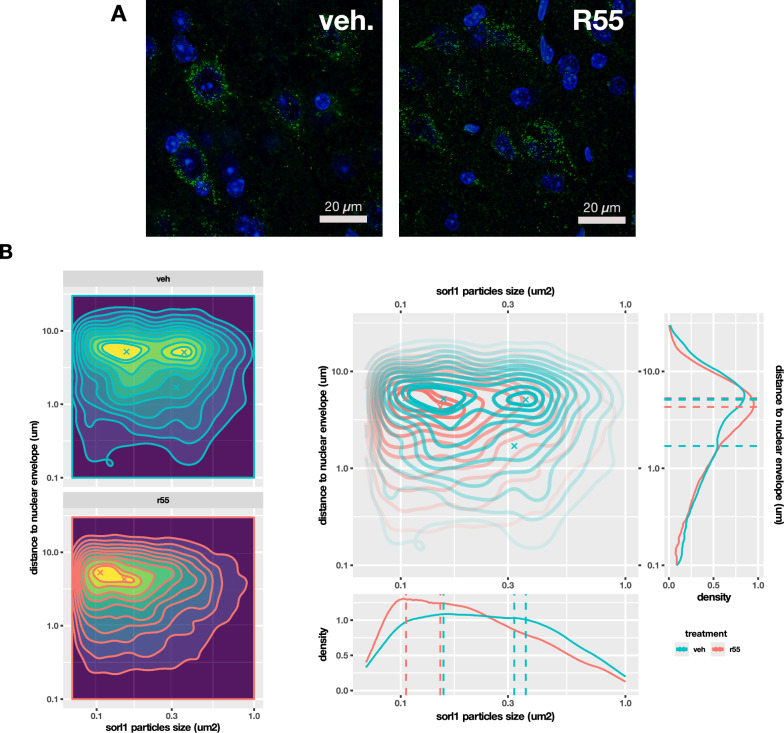
Retromer stabilization alters the size and cellular distribution of SORL1 labeled particles in a manner consistent with more efficient retromer function. **A** Representative Sorl-1-stained (green) images of R55-treated and vehicle-treated 5xFAD mice. **B** Density map of Sorl-1 particle size (horizontal axis) versus distance to the nuclear envelope (vertical axis). Increasingly warmer colors indicate increasing numbers of particles with each axis feature. In the vehicle-treated 5xFAD mice there is a significant number of larger particles that have travelled less (right yellow peak and shallow slope below), which is absent in the R55-treated mice. The curves represent the increase in population density from 0 to 90% in 10% steps, plus an additional step at 95%. The X's showing the local maxima are to aid interpretation of the next panel. **C** Overlay of the two 2D density maps and lateral projections on distance (vertical axis) and size (horizontal axis), color coded for vehicle and R55 treated 5xFAD mice. The Xs on the 2D maps are shown as dashed lines on the lateral 1D densities

### Retromer stabilization modulates microglial activation

As VPS35 plays a critical role in microglial activation [33], we investigated its impact on neuroglial interactions. Gene expression analysis after retromer stabilization revealed activation of microglial phenotype-associated genes, changes in astroglial receptors, inactivation of glutamatergic synapses and activation of some genes downstream of Creb in neurons. These changes caused by R55 and R33 treatment on neuroglial interactions with a focus on the glutamatergic synapse are summarized and visualized in an annotated pathway diagram (Fig. 8).

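Of the glutamatergic synapse genes drawn in Fig. 8, 25 were tested and 24 were lower after R55, the exception being Camk2g at 0.21. At an unadjusted p-value under 0.05 there were 5. Adjusted over the list alone 1 passed, and 0 over all tested genes (smallest adjusted p = 0.327, limma). Their mean log2 expression was 4.87 ± 0.066 in vehicle controls (SD, n = 4 mice) and 4.70 ± 0.086 after R55 (SD, n = 5), a difference of -0.17 (two-sided exact permutation p = 0.0317, adjusted p = 0.0635, 4 of 5 mice below every vehicle control). With the length trend removed it was -0.0952 (exact permutation p = 0.0714), in the injected hemisphere alone -0.0939 (exact permutation p = 0.246) and in the contralateral hemisphere -0.2468 (exact permutation p = 0.0079). The effects in the hemispheres differed by 0.153 (exact permutation p = 0.0794). Among the mice with a single-letter label it was -0.17 (3 against 3, exact permutation p = 0.1) and among the others -0.12 (2 against 1, not tested). Of these 25 genes, 17 were lower in the injected hemisphere, which Fig. 8 draws, and 0 had an unadjusted p-value under 0.05 there. In the contralateral hemisphere 23 were lower, and 5 had an unadjusted p-value under 0.05. Of 12 tested astroglial receptor genes, 9 were higher, and 1, Ifngr1 with a log₂ fold change of 0.17, had an unadjusted p-value under 0.05 (adjusted p = 0.584). Of 5 genes downstream of Creb, Arc rose by 0.76 (adjusted p = 0.557) and Fos by 0.65 (adjusted p = 0.554), each with 4 of 5 R55-treated mice above every vehicle control, and Bdnf changed by -0.18. After R33, Arc changed by -0.04 and Fos by -0.03, and neither passed adjustment between the drugs (adjusted p = 1 for both).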

**Fig. 8:**
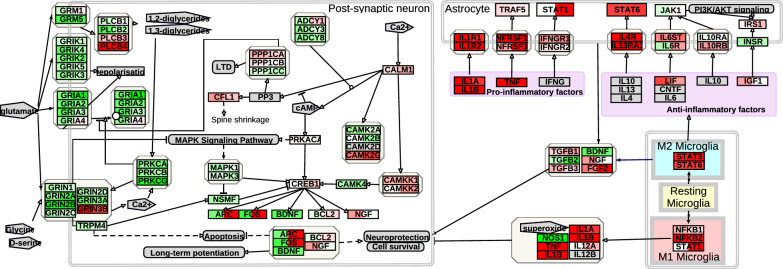
Retromer stabilization alters glutamatergic synapses, astrocyte function, and microglial activation. This diagram, adapted from WP5083, illustrates transcriptional changes in glutamatergic synapses, astrocytes, and microglia following treatment with R33 (left area in the box for each gene) and R55 (right area). Gene expression changes are represented using a color scale, where green indicates downregulation and red indicates upregulation, with color intensity proportional to the magnitude of change. Genes with minimal or statistically insignificant alterations are displayed in near-white for completeness. As in Fig. 5, this figure presents mean Z-normalized values for each treatment in the injected hemisphere, rather than log₂ fold changes relative to vehicle controls, as shown in Figs. 3, 4, and 8

We further investigated the effect of retromer stabilization on microglia using IBA1 immunohistochemistry, this showed that microglia in R55-treated 5xFAD mice exhibited reduced ramification (Fig. 9A), suggesting further activation of microglia. To investigate these effects we compared the R55-induced differential expression changes with those reported by Keren-Shaul et al. [19] on FACS-sorted (CD45 +) immune cells from 5xFAD brains, characterizing the genes responsible for the homeostatic to DAM, and DAM I to DAM II phenotype. We intersect their microglia gene set with our R55 vs. vehicle data, and plotted the changes we observed against their changes, as well as the changes in MODEL-AD (Fig. 8B). The left panel compares our results in the genes from the Keren-Shaul dataset to MODEL-Ad at 4 months (Log2FC.R55 vs. Log2FC.m4). Genes that are compensated by R55 occupy the upper left and lower right quadrants and are coloured red. Genes with changes of the same sign in both models are coloured green. In the middle panel, R55 changes are plotted against the Keren-Shaul's changes from homeostatic microglia to DAM (log2FC.R55 vs logFC.DAMfromHOM). The colour coding of each gene is retained from the first diagram. This shows that a large majority of the originally"red"genes now change with the same sign, thus being consistent with microglial activation after R55 treatment. Next, we did the same against the changes from DAM I to DAM II2 (log2FC.R55 vs log2FC.DAM2fromDAM1), with similar results.

**Fig. 9:**
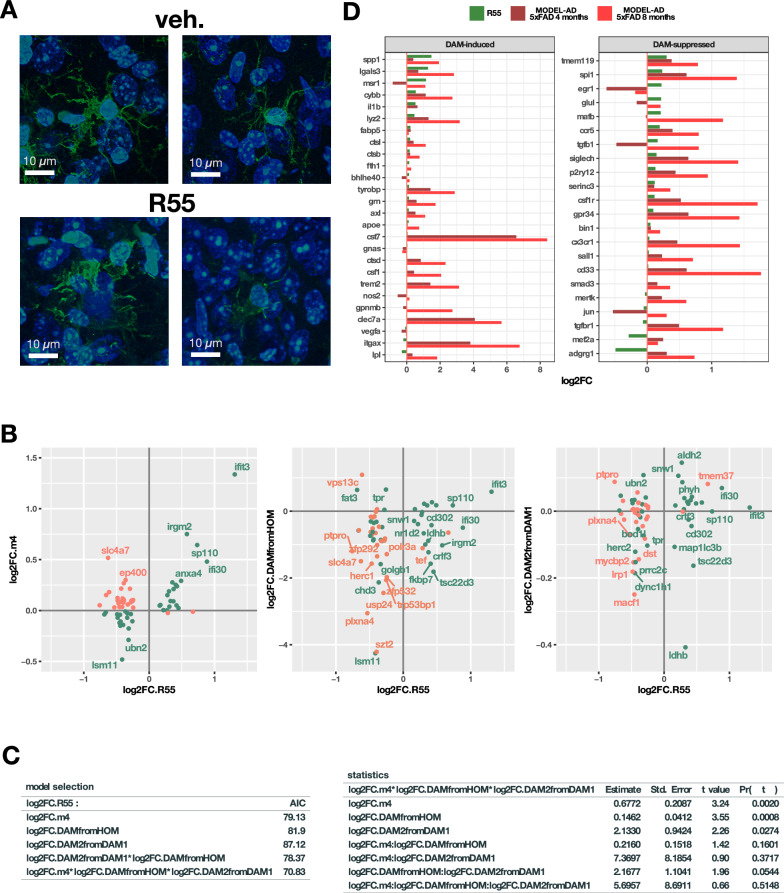
Retromer stabilization modulates microglial activation states in 5xFAD mice. **A** Representative IBA-1-stained (green) images of microglia in R55-treated and vehicle-treated 5xFAD mice. Nuclei labeled by DAPI. Microglia appear less ramified and complex following R55 treatment. **B** Comparison of the changes on drug treatment versus microglial activation. To localize the genes putatively responsible for the changes quantitatively observed in (**A**), we compared our changes in R55/vehicle-treated 5xFAD mice (log2FC R55) with differential expression on the microglial activation model described in [https://doi.org/10.1016/j.cell.2017.05.018], which includes differential expression from homeostatic microglia to DAM (logFC2 DAMfromHOM), differential expression from DAM I to DAM II (logFC2 DAM2fromDAM1). We also included the changes in MODEL-AD at 4 months (logFC2 m4). For this comparison, we only used genes with adjusted *p* < 0.05 in our treatment that were also present in the microglia study, so mostly microglia genes. Genes whose changes are of the same sign, both increased in R55 over vehicle and 5xFAD over WT, or both reduced, are shown in green. **C** Statistical modelling of (**B**). To statistically analyze the relevance of microglial activation in the changes observed after R55, we build a series of nested general linear models whose AIC (lower the better) relates to the goodness of fit. The model that includes both MODEL-AD and microglial activation has a better AIC and is significantly better than the others (likelihood ratio test vs. MODEL-AD alone: *p* = 0.003). We then calculated the contributions of each factor, including interactions, which can be observed in the right panel. The first three are significant. **D** Changes in microglial DAM-related gene expression following R55 treatment, contextualized against MODEL-AD datasets at 4 and 8 months

Finally, to obtain a statistical quantification, we build a series of generalized linear models of increasing complexity that express the changes we observed in R55/veh (log2FC.R55) as a function of the data in plot 8B separately (logFC.m4, log2FC.DAMfromHOM, log2FC.DAM2fromDAM1) or in combination. We calculated the Akaike information criterion (AIC) for each model and found that the model that included all factors had the best AIC (8C) and was statistically different from the others on the likelihood ratio test. We then estimated the statistical contribution of each parameter to the model and the combinations between them, and found that logFC.m4, log2FC.DAMfromHOM, log2FC.DAM2fromDAM1 contribute significant separately, and that log2FC.DAMfromHOM actually has a greater effect than log2FC.m4. The combination of microglial activation phenotypes (log2FC.DAMfromHOM * log2FC.DAM2fromDAM1) almost reaches statistical significance. Taking this all together, shows that the DAM from HOM and DAMII from DAM I changes explain a significant part of the changes we observe in microglial genes after R55 treatment (Figs. 9C, D).

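In the genes drawn in Fig. 9D, 22 of 26 genes that rise from homeostatic to disease-associated microglia (DAM) were tested, and 12 were higher after R55. Of these 1 had an unadjusted p-value under 0.05, Spp1 with a log₂ fold change of 0.98 (adjusted p = 0.572, limma). Of 22 genes that fall in DAM, 16 were higher, and 2 had an unadjusted p-value under 0.05, Adgrg1 at -0.43 and Serinc3 at 0.11. None of the genes passed adjustment over its list or over all tested genes. The mean log2 expression of the first list was 5.28 ± 0.161 in vehicle controls (SD, n = 4 mice) and 5.36 ± 0.378 after R55 (SD, n = 5), a difference of 0.08 (two-sided exact permutation p = 0.6905, adjusted p = 0.7436). Without the R55-treated mouse labelled AA it was -0.042. Among mice with a single-letter label it was -0.09 (3 against 3, exact permutation p = 0.8) and among the others 0.24 (2 against 1, not tested). The second list measured 4.48 ± 0.126 in vehicle controls and 4.52 ± 0.219 after R55, a difference of 0.04 (exact permutation p = 0.8095, adjusted p = 0.8095). It was -0.02 among mice with a single-letter label (exact permutation p = 0.9) and 0.07 among the others (not tested). Apoe changed by 0.10, Trem2 by -0.10, Cst7 by -0.18, Tmem119 by 0.22, P2ry12 by 0.11 and Cx3cr1 by -0.04 on the log2 scale. The sorted-cell and MODEL-AD data were not analysed here.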

## Discussion

### Retromer stabilization as a potential strategy to reverse AD-related molecular alterations

Disruptions in synaptic transmission and plasticity are early hallmarks of AD. Endosomal trafficking, mediated by the retromer complex, plays a pivotal role in synaptic function by regulating intracellular protein transport. Our study demonstrates that stabilizing the retromer complex reverses key molecular alterations in AD, shedding light on downstream mechanisms and signaling pathways affected by retromer dysfunction. Our results supports previous reports that dysfunctional retromer linked to neurodegenerative diseases is not primarily caused by loss of expression of Vps35 but by decreased endosomal association causing loss of function that can be mitigated by retromer stabilizing compounds such as R55 and R33 [10]. Additionally, our analysis confirms that 5xFAD mice exhibit extensive gene expression changes in the retromer interactome and its cargo, resembling patterns seen in human AD cohorts — a degree of alteration not observed in other transgenic AD models.

### Retromer stabilization restores synaptic plasticity and LTP-associated pathways

A strong body of evidence links synaptic dysfunction to early AD progression, with Aβ oligomers interfering and inducing changes similar to those involved in developmental synaptic pruning and with plasticity-related processes such as LTP and LTD [23]. Under normal conditions, these interactions are transient, but in AD, Aβ oligomers induce persistent synaptic alterations, contributing to disease progression. For example, Aβ oligomers increase cholesterol concentration at synapses, promoting Aβ/PrP complexes that disrupt NMDAR signaling via GRIN2a/GRIN2b S-nitrosylation [3]. In line with these events, we observed compensatory increases in Grin2a, Grin2b, iNos, and VLDL/ApoE-related genes such as *Lrp1*, *Lrp1b*, and *Fbn1* in 5xFAD mice (MODEL-AD datasets). 

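After R55 treatment Grin2b, on chromosome 6 from 135690231 to 136150548, measured 14.7 ± 0.432 FPKM (SD, n = 5 mice) against 23.2 ± 3.18 FPKM in vehicle controls (SD, n = 4). Its log₂ fold change was -0.62 (SE 0.177, adjusted p = 0.327, limma). Grin2a (chromosome 16, 9385762 to 9813424) changed by -0.37 (adjusted p = 0.552), and by -0.13 with the length trend removed. With each mouse left out in turn its change ran from -0.47 to -0.21. The neuronal synthase gene Nos1 changed by -0.58 (adjusted p = 0.545), whereas Nos2, which encodes iNos, averaged less than 1 FPKM and changed by -0.01 without the filter (adjusted p = 0.974, 0.207 ± 0.0732 FPKM in vehicle controls and 0.199 ± 0.07 FPKM after R55). Lrp1 (chromosome 10, 127374012 to 127457017) measured 33.2 ± 3.96 FPKM in vehicle controls and 23.8 ± 3.36 FPKM after R55, a log₂ fold change of -0.47 (SE 0.118, adjusted p = 0.235). Lrp1b (chromosome 2, 40485258 to 42543636) changed by -0.48 (SE 0.099, adjusted p = 0.13). Fbn1 (chromosome 2, 125142514 to 125349913) averaged less than 1 FPKM and changed by -0.15 without the filter (adjusted p = 0.682). When only R55 and vehicle libraries were fitted, Grin2b and Lrp1b were among the genes called, and both were called with Lrp1 when the R33-treated mouse labelled AD was left out.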

Notably, retromer stabilization by R55 counteracted these transcriptional upregulations, suggesting enhanced receptor recycling and trafficking reduced the need for compensatory gene expression changes.

The retromer complex is crucial for synaptic AMPA receptor trafficking. Loss of VPS35 impairs Gria1 (AMPA) receptor insertion and disrupts LTP, while restoring VPS35 reverses these deficits [39]. In our study, R55 treatment normalized Gria1 and Grip1 expression, the latter being essential for AMPA receptor endosomal sorting and membrane targeting. This is particularly significant given recent findings implicating the semaphorin family (Plexin a4, Sema5a) and netrin receptors (Unc5c, Dcc) in AMPA receptor targeting during LTP-associated plasticity [17]. 

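Gria1, on chromosome 11 from 56902153 to 57221080, measured 90.6 ± 41.9 FPKM in vehicle controls (SD, n = 4 mice) and 62.4 ± 14.1 FPKM after R55 (SD, n = 5). Its log₂ fold change was -0.46 (SE 0.24, adjusted p = 0.589, limma), and the group means differed by less than the SD of the vehicle controls. It was -0.20 without the vehicle-treated mouse labelled M and -0.69 without the one labelled AH. Grip1 (chromosome 10, 119289735 to 119923171) measured 2.77 ± 0.317 and 2.29 ± 0.238 FPKM, a log₂ fold change of -0.19 (SE 0.07, adjusted p = 0.552).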

In 5xFAD mice, these genes were dysregulated, but their expression was restored by retromer stabilization, further supporting a role for retromer function in synaptic integrity.

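After R55, Dcc (chromosome 18, 71386705 to 72484179) measured 1.45 ± 0.186 FPKM (SD, n = 5 mice) against 2.39 ± 0.4 FPKM in vehicle controls (SD, n = 4), a log₂ fold change of -0.46 (SE 0.095, adjusted p = 0.13, limma) that was -0.31 with the length trend removed. Plxna4 (chromosome 6, 32121203 to 32565193) changed by -0.44 (adjusted p = 0.488), Sema5a (chromosome 15, 32244919 to 32696487) by -0.67 (adjusted p = 0.485) and Unc5c (chromosome 3, 141170977 to 141540685) by -0.27 (adjusted p = 0.558). All 4 had an unadjusted p-value under 0.05, and all 4 passed adjustment over this list alone, which follows the paper's calls on these mice and shows no stability. Dcc was called without the vehicle-treated mouse labelled AH, in the fit of only R55 and vehicle libraries, and, together with Plxna4, without the R33-treated mouse labelled AD.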

### Retromer stabilization modulates calcium handling in AD pathology

Defective intracellular calcium homeostasis, particularly endoplasmic reticulum (ER) calcium leakage, is an early event in AD-linked synaptic dysfunction. The neuronal ryanodine receptor (Ryr2) is overactivated in AD, leading to enhanced receptor-operated calcium entry and decreased buffering capacity [18, 21]. Furthermore, RyRs interact functionally with L-type calcium channels (Cacna1c, Cacna1d, Cacna1e), particularly in CA1 pyramidal neurons, where calcium-induced calcium release contributes to synaptic plasticity [35].

In 5xFAD mice, we observed elevated Ryr2 and Cacna1c/Cacna1d/Cacna1e expression, consistent with previous findings. 

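Besides Ryr2, the calcium channel genes Cacna1c, Cacna1d and Cacna1e were lower after R55. Cacna1e, on chromosome 1 from 154266477 to 154760247, measured 14.1 ± 2.07 FPKM in vehicle controls (SD, n = 4 mice) and 8.52 ± 0.923 FPKM after R55 (SD, n = 5), a log₂ fold change of -0.67 (SE 0.153, adjusted p = 0.131, limma). It was called when only R55 and vehicle libraries were fitted and when the R33-treated mouse labelled AD was left out. Cacna1c (chromosome 6, 118564201 to 119173851) changed by -0.27 (adjusted p = 0.552), and by -0.04 with the length trend removed. Cacna1d (chromosome 14, 29761896 to 30213412) changed by -0.25 (adjusted p = 0.515). The mean log2 expression of the 4 genes was 3.18 ± 0.096 in vehicle controls and 2.75 ± 0.064 after R55, a difference of -0.42 (two-sided exact permutation p = 0.0079, adjusted p = 0.0222, 5 of 5 mice below every vehicle control). In the injected hemisphere alone it was -0.26 (exact permutation p = 0.0714) and in the contralateral hemisphere -0.58 (exact permutation p = 0.0079). The effects in the hemispheres differed by 0.318 (exact permutation p = 0.127). It was -0.46 among the mice with a single-letter label (3 against 3, exact permutation p = 0.1) and -0.30 among the others (2 against 1, not tested). The paper names these 4 genes for their change in these mice, so low p-values of their score show no stability.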

R55 treatment effectively reversed these alterations, suggesting restored calcium signalling homeostasis. 

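Jph4, on chromosome 14 from 55344274 to 55354392, measured 116.1 ± 16.1 FPKM in vehicle controls (SD, n = 4 mice) and 103.1 ± 7.09 FPKM after R55 (SD, n = 5), a log₂ fold change of -0.16 (SE 0.082, adjusted p = 0.594, limma).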

Of Ryr2-associated regulators [38], only Jph4 showed a weak response to R55, indicating selective rather than global modulation of calcium-handling genes.

### Effects of retromer stabilization on Aβ processing and endosomal function

Given that the retromer complex regulates Aβ processing, we examined key AD-related cargos. R55 treatment increased γ-secretase components while reducing Sorl1 and Col25a1 expression. 

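Of the γ-secretase components, Psenen (chromosome 7, 30261080 to 30263562) measured 10.0 ± 0.864 FPKM in vehicle controls (SD, n = 4 mice) and 11.6 ± 0.687 FPKM after R55 (SD, n = 5), a log₂ fold change of 0.19 (SE 0.071, adjusted p = 0.552, limma). Aph1a changed by 0.09 and Aph1b by -0.09. The mean log2 expression of the 6 genes was 3.55 ± 0.031 in vehicle controls and 3.58 ± 0.046 after R55, a difference of 0.03 (two-sided exact permutation p = 0.3889, adjusted p = 0.5444). This direction flipped with the length trend removed (-0.0198), with a trend on GC content removed (-0.0006, chosen after seeing the data) and in the injected hemisphere alone (-0.0004). The difference was 0.01 among the mice with a single-letter label (3 against 3, exact permutation p = 0.9) and 0.06 among the others (2 against 1, not tested). Sorl1 (chromosome 9, 41876012 to 42035656) measured 40.4 ± 6.89 FPKM in vehicle controls and 29.8 ± 1.7 FPKM after R55, a log₂ fold change of -0.41 (SE 0.143, adjusted p = 0.545), and Col25a1 (chromosome 3, 129925150 to 130393532) changed by -0.51 (SE 0.217, adjusted p = 0.558).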

*Col25a1* encodes a collagen-like amyloid plaque component, known for forming protease-resistant aggregates. These changes suggest that recovered retromer function may reduce excessive amyloidogenic processing caused by extended cargo residency at the Golgi by normalizing Golgi-retromer dynamics.

Unexpectedly, R55 treatment significantly reduced Vps13 family gene expression, which was otherwise elevated in 5xFAD mice. The Vps13 complex regulates endosomal recycling towards the Golgi, mitochondria, and autophagosomes by promoting organelle bilayer bridging, and has been implicated in mitochondrial dysfunction in neurodegenerative diseases, including atypical PARK23 [40]. Genetic variations in VPS13 genes are emerging risk factors for sporadic, late-onset AD, with VPS13 variants exceeding even ApoE in risk contribution [27]. Immunohistochemistry confirmed that Vps13 protein levels decreased following R55 treatment, while RAB7 expression increased, this suggests restored endosomal maturation. Previous studies have shown a stagnation of large endosomes both in AD and in 5xFAD [9, 24] and impaired recycling pathway, in 5xFAD in mice of almost the same age [24]. We used SORL1 expression as a marker of endosomal trafficking. SORL1 expression has been shown to have a reciprocal role prototypical cargos such as transferrin to in cell surface recycling [30]. Sorl1 distribution that has been reported to be altered both in APP overexpressing AD models such as 5xFAD and in Sorl1 mutations that have been linked to AD pathology [29]. The changes to Vps13 and RAB7, taken together with the increased proximity of both VPS35 and SORL1 to the plasma membrane, compensation in synaptic-related pathways, and the absence of changes in lysosomal degradation-associated genes, our data support improved sorting and membrane trafficking that may favor recycling over degradation.

### Retromer stabilization modulates neuroinflammation and microglial polarization

In the neuroinflammatory domain, R55 treatment increased both pro-inflammatory mediators (Il1, Nfkb2) and pro-trophic glial markers (Il4r, Il13ra1), as well as downstream anti-inflammatory transcription factors (Stat6, Stat3). This coordinated shift in crosstalk between microglial polarization and astrocytic responses mirrors findings reported in other AD studies [45]. Similarly, *Vps35* KO impaired microglial activation in response to Aβ [33].

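Of the genes Il1a, Il1b, Nfkb2, Il4ra, Il13ra1, Stat6 and Stat3, 6 were expressed above the filter, 5 of them higher and Il1a lower after R55. None had an unadjusted p-value under 0.05 (smallest adjusted p = 0.634, limma). The log₂ fold changes were -0.01 for Il1a, 0.08 for Nfkb2, 0.06 for Il4ra, 0.11 for Il13ra1, 0.10 for Stat6 and 0.04 for Stat3. Il1b averaged less than 1 FPKM and changed by 0.15 without the filter. Their mean log2 expression was 2.08 ± 0.103 in vehicle controls (SD, n = 4 mice) and 2.14 ± 0.235 after R55 (SD, n = 5), a difference of 0.06 (two-sided exact permutation p = 0.6508, adjusted p = 0.7436). It was -0.0023 without the R55-treated mouse labelled AA, -0.04 among the mice with a single-letter label (3 against 3, exact permutation p = 0.8) and 0.20 among the others (2 against 1, not tested). Stat3 was 0.29 higher in the injected than in the contralateral hemisphere on the log2 scale (adjusted p = 0.944).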

IBA1 staining revealed that R55-treated 5xFAD microglia exhibited reduced ramification, indicating an altered activation state. Further gene expression comparisons to MODEL-AD and DAM datasets showed significant shifts in microglial phenotypes [8, 15]. Given that phagocytic receptors and cytokine receptors utilize retromer-mediated recycling in glia, these findings provide a mechanistic link between retromer function and neuroinflammation although further studies are needed to assess if the identified changes have long term positive or negative effects.

### Limitations of the study

This study focuses on dysregulation of the transcriptome in early AD and the acute molecular effects of retromer stabilizing drugs. Although our results suggests that retromer dysfunction can contribute to many AD related alterations and that the retromer stabilizing drugs have the potential to counteract these effects, further studies are needed to confirm these findings. Comparing the changes we identify to downstream effects on the proteome would be interesting, but large-scale proteomics are still challenging and currently there are no database for changes to the proteome similar to the MODEL-AD. As the focus of this study was on acute changes, we can only speculate on the long-term effects on AD-related phenotypes such as memory, cognition, and synaptic plasticity. Further studies assessing pharmacokinetics and pharmacodynamics of this type of drugs are also needed.

### Implications and future directions

While our study provides acute mechanistic insights, extrapolating these findings to chronic AD progression remains challenging. However, our results strongly support retromer dysfunction as a key contributor to synaptic pathology in AD, raising the possibility that retromer stabilization could mitigate disease progression.

One intriguing question is why VPS35 mutations (e.g., D620N) cause Parkinson’s disease (PARK17) rather than AD. The D620N mutation disrupts VPS35 binding to WASH complex proteins, affecting actin nucleation, while AD-linked VPS35 mutations (e.g., L625P) impair VPS35-VPS26-VPS29 assembly [25, 34]. Notably, R55 enhances VPS35 assembly without affecting WASH binding [4]. However, R55-treated 5xFAD mice exhibited changes in WASH complex components, sorting nexins (Snx1, Snx2, Snx3), RAB7, and Vps13, suggesting a broader role for retromer stabilization in intracellular trafficking beyond cargo selection.

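Of the 9 genes Washc1 to Washc5, Snx1 to Snx3 and Rab7, 6 were higher and 3 lower after R55, and 0 had an unadjusted p-value under 0.05 (smallest adjusted p = 0.598, limma). Snx1 changed by 0.12 (adjusted p = 0.598), Snx2 by 0.08 and Snx3 by 0.11 on the log2 scale. The 5 WASH genes ran from -0.06 for Washc4 to 0.12 for Washc3. Rab7, on chromosome 6 from 87976083 to 88022295, measured 96.7 ± 1.84 FPKM in vehicle controls (SD, n = 4 mice) and 101.8 ± 4.38 FPKM after R55 (SD, n = 5), a log₂ fold change of 0.07 (SE 0.042, adjusted p = 0.607), with 4 of 5 R55-treated mice above every vehicle control.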

Our findings suggest that retromer stabilization influences not only endosomal cargo selection but also endosomal anchoring to other organelles. The observed redistribution of VPS35-positive vesicles away from the nucleus suggests that endosomes are repositioned towards the plasma membrane, likely improving membrane protein recycling, the decrease in Vps13 and increase in RAB7 further support this hypothesis.

## Conclusion

We have identified a range of retromer-regulated cargos, including membrane receptors and synaptic proteins, that are dysregulated in early AD and restored by retromer stabilization. Our data suggest that retromer dysfunction contributes to synaptic and neuroinflammatory alterations in AD, and that stabilizing the retromer complex enhances endosomal recycling, synaptic receptor trafficking, and microglial activation states. As 5xFAD mice lack genetic alterations in VPS35 or other retromer components, our findings may be generalizable to sporadic AD cases, supporting the exploration of retromer-directed therapies as a potential disease-modifying strategy.

## Supplementary Information

Supplementary Materials

## Data Availability

The datasets generated and analyzed during the current study are available in in GEO with the accession GSE267989 (https://identifiers.org/geo:GSE267989). The MODEL-AD dataset analyzed during the current study is available in GEO with the accession ID GSE168137 (https://identifiers.org/geo:GSE168137). The cLTP dataset analyzed during the current study is available in GEO with the accession ID GSE110908 (https://identifiers.org/geo: GSE110908). The raw images and histological data from the current study available from the corresponding authors on reasonable request.

# Supplementary material for: Stabilizing the retromer complex rescues synaptic dysfunction and endosomal trafficking deficits in an Alzheimer’s disease mouse model
**Source:** Acta Neuropathol Commun. 2025 Sep 10;13:190. doi: 10.1186/s40478-025-02096-8
**Supplement:** Supplementary file 1 — Supplementary Materials

## Title

Stabilizing the Retromer Complex Rescues Synaptic Dysfunction and Endosomal Trafficking Deficits in an Alzheimer's Disease Mouse Model

## Authors:

David Ramonet (1), Anna Daerr (1), Martin Hallbeck (1)

## Supplementary figures

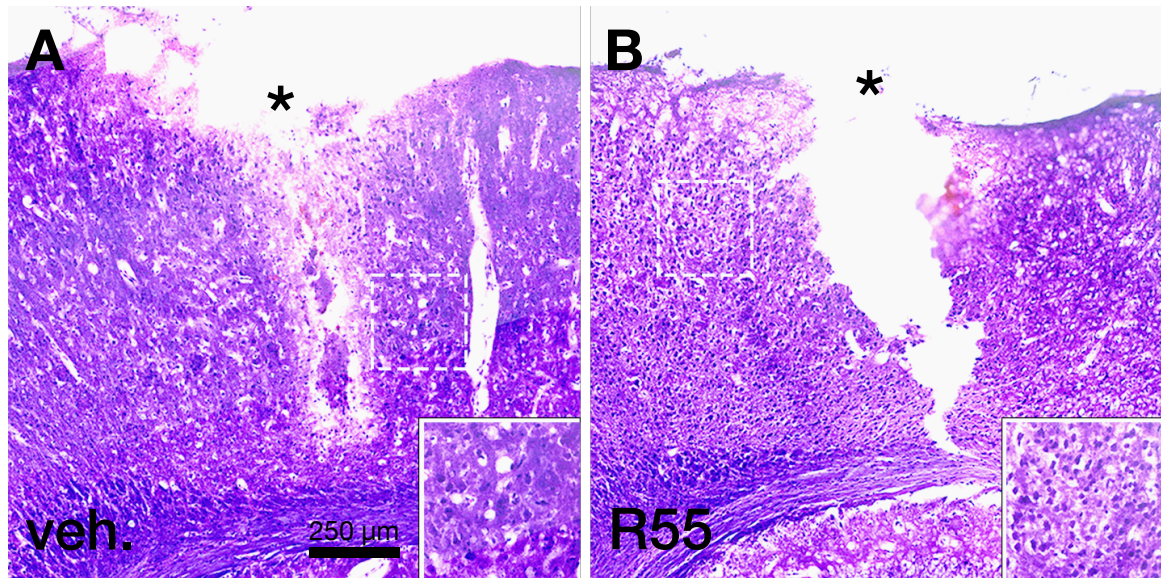

### Supplementary figure 1 Injection of R55 does not cause toxic damage to the brain

**tissue.** Hematoxylin and eosin staining of sections from the injection site of vehicle (A) or (B) R55 showing the injection canal with intact surrounding tissue without signs of toxicity from the treatments. Inserts showing magnification. Neurons appear with normal morphology after both vehicle and R55 injections, sections from R55 treated animals appeared to have a slight increase in microglia.

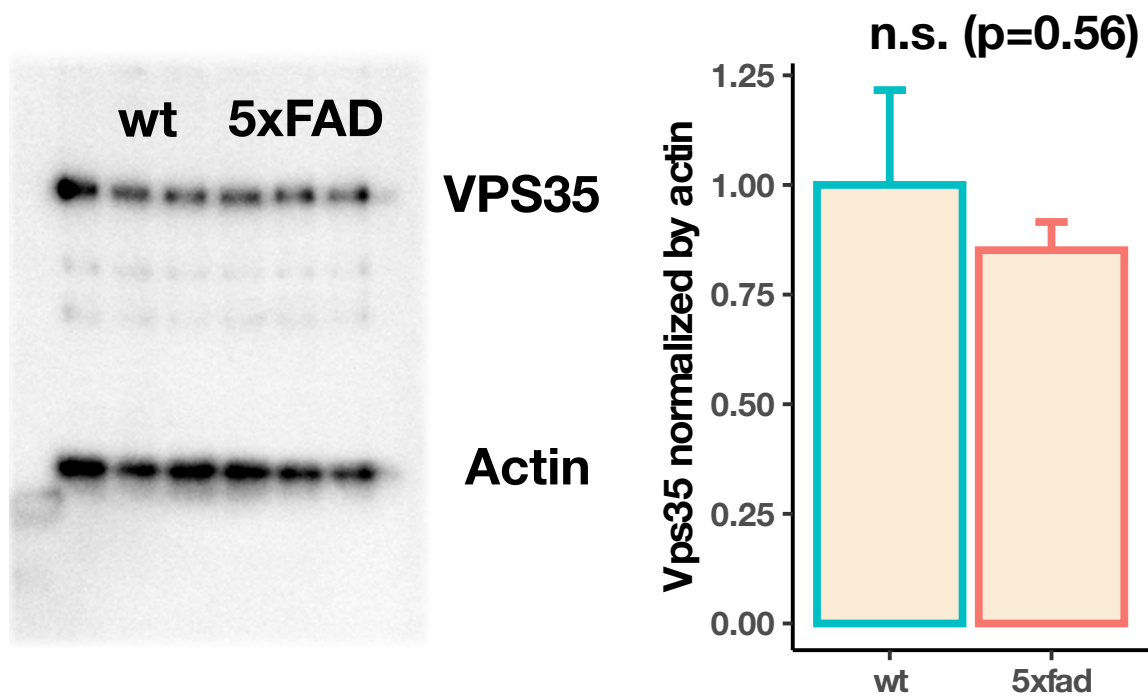

**Supplementary figure 2** We obtained protein extracts from 5xFAD and WT at 4 months of age, prepared a protein homogenate and blotted against Vps35 antibody and actin. Quantification showed no changes between them.

How the deposited data were processed for this re-analysis (not part of the article)

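RNA was measured in a block of cortex from the injected and the contralateral hemisphere of 5xFAD mice 24 h after microinjection of vehicle, R33 or R55. The authors extracted total RNA, prepared stranded mRNA libraries, sequenced paired-end reads on a NextSeq instrument and aligned them to GRCm39 with HISAT2. The authors deposited FPKM in one table of 32 libraries and 26264 gene symbols. The tool that counted fragments and its annotation are not named in the paper's text. The authors tested differential expression with DESeq2.

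The table was checked before any test was chosen. Each library carries 1 leftover header line, 32 in all, which was dropped. Of the values above 0, 100.0% were whole multiples of 1 fragment within 0.01, and the recovered fragments summed in proportion to the scaling of each library with a largest relative gap of 5.0e-07. The FPKM are thus scaled by the plain total of counted fragments, and each gene's length as the authors used it could be recovered. Libraries held 15932196 to 38077026 fragments on genes, and the 10 most abundant genes took 3.43 to 5.01% of them.

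Samples were grouped by the treatment and hemisphere in their labels. The 27 libraries of 14 mice treated with vehicle (4), R33 (5) or R55 (5) were used, as given in the list of samples that was followed. The other 5 libraries of the table are outside that list and were not used here. Hemispheres were paired by the mouse label, which they share. The Pearson correlation of log2 values between libraries ran from 0.9457 to 0.9965. No library had a log2 value above 0.043 for genes of the Y chromosome, and the lowest log2 value of Xist was 3.63.

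The design fixed before the data were examined assumed counts and a test made for counts. Since the unit is FPKM, limma on log2 values of FPKM with 1 added took its place, and the comparisons, samples, covariates and threshold stayed as fixed. Genes with a mean of at least 1 FPKM over the 27 libraries were tested, 12976 in all. Each fit had treatment and hemisphere as additive factors, empirical Bayes moderation with an intensity trend and Benjamini-Hochberg adjustment, with calls at an adjusted p-value under 0.05. The mouse was not a term of that fit, so libraries of one mouse count as separate. Contrasts were R55 against vehicle, R33 against vehicle, R55 against R33, and injected against contralateral. Fits on each hemisphere and an interaction of R55 with hemisphere were added in the same way.

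Genes named in the text were chosen by a rule fixed beforehand: genes the paper names, genes drawn in its figures, and up to 5 called genes per contrast and direction with the largest log₂ fold changes. Names outside that rule are marked where they appear, and some single genes are not reported here. Gene lists were copied from the paper's text and figures, mostly from its own calls on these mice, so tests of those lists describe them and show no stability. List scores are the mean log2 value over the tested genes of a list in each mouse, compared by two-sided exact permutation tests and adjusted over 14 tests. Each list's median log₂ fold change was also set against 10000 random lists of the same size, each gene drawn from the 100 genes nearest in expression, or in expression and transcript length. Treatment separation over all genes was tested by PERMANOVA with 100000 permutations. It was repeated with the series of the mouse label as a covariate over all 50400 assignments of treatment within the series. Fits on other splits of the mice used up to 100 splits per comparison, and the 60 splits that exchange treatments only within the series.

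Alternatives covered median-of-ratios size factors, no filter on low genes, at least 10 fragments in every library, a pseudocount of 0.1 with or without the filter, the mouse as a block or as a modelled correlation, 1 library per mouse, each hemisphere alone, only the compared treatments, the series of the mouse label as a covariate, limma voom, no intensity trend, and each mouse left out in turn. Trends on transcript length and on GC content were removed from each library by a lowess fit with a span of 0.3. GC content was known for 97.6% of tested genes from GENCODE release 39 on GRCm39, the authors' build. The limma fit was tested on simulated data with the libraries' sizes. It recovered 13.5% of 200 genes changed by 0.25 on the log2 scale, 67% of 200 genes changed by 0.5 and 94.9% of 198 genes changed by 1, with 1, 6 and 10 false calls. With a simulated length slope of -0.05 between the groups the false calls were 9, 32 and 29, and 1, 13 and 10 in data with the length trend removed. Where no slope was simulated, data with the length trend removed gave 5, 13 and 10 false calls, against 1, 6 and 10. Each setting was run on its own simulated data, so these counts also differ by the draw. The simulated libraries were independent, without the correlation between the hemispheres of a mouse. In the real data the fit may thus give more false calls.

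R 4.3.3 with limma 3.58.1 and statmod 1.5.0 was used for the fits, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 for the rest. The histology, immunohistochemistry, MODEL-AD, LTP and sorted microglia data were not analysed here.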

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

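The tests of the mouse label series on cell composition, transcript length and library size, and the test of transcript length for the R33-treated mouse labelled AD, were chosen only after the result was seen. AD, AH and the like are labels of mice here, not the disease.

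Mice with a label of 2 letters (5 mice, 1 treated with vehicle, 2 with R33 and 2 with R55) differed from the 9 mice with a label of 1 letter in 2477 of 12976 genes at an adjusted p-value under 0.05 in limma, a difference the paper does not report. This fit counts the 2 hemispheres of a mouse as separate samples, although they correlate. Its adjusted p-values may thus be too small and its count too large. Of 100 splits of the 14 mice into groups of 5 and 9, 1 gave as many genes, the real one. The splits and the marker lists below kept the hemispheres of a mouse together. The 5 genes with the smallest p-values, singled out only after their values were seen, were Flt1 (log₂ fold change -1.38, adjusted p = 8.31e-08), Slco1a4 (-1.12), Pltp (-1.05), Kdr (-0.89) and Adgrl4 (-1.0006), all lower in the mice with 2 letters. A list of endothelial markers written before the test measured 2.54 ± 0.172 in the mice with 2 letters (SD, n = 5) and 3.59 ± 0.185 in the others (SD, n = 9), with a two-sided exact permutation p = 0.0005 (adjusted p = 0.0045 over 9 marker lists). Injury markers were 1.02 higher (exact permutation p = 0.0015, adjusted p = 0.0067) and microglial markers 0.52 higher (exact permutation p = 0.007, adjusted p = 0.021). The series did not differ in the slope of expression on transcript length (exact permutation p = 0.1508) or in total fragments (exact permutation p = 0.4835). A different share of vessel, microglial or injured tissue in the dissected samples is a candidate explanation. The labels give no date or batch, so a technical batch and a difference in the tissue taken cannot be told apart, and no biological explanation was tested. Each treatment has mice of both series.

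The R33-treated mouse labelled AD lay far below the other R33-treated mice in the scores of the WP2075 genes (3.672), the retromer-associated genes (3.553), the calcium channel genes (2.448) and the glutamate synapse genes (4.41). Its injected library also had the lowest slope of log2 expression on transcript length of the R33 injected libraries (-0.2272). After removal of the length trend from every library, a mouse still stood apart in 1 of the 4 scores, that of the WP2075 genes (3.804 against 3.97 to 4.013 in the others). The mouse labelled AD stayed the lowest in all 4 scores, and for retromer-associated and glutamate synapse genes the ratio of its gap to the range (0.704 and 0.697) lay just under the critical 0.71. A bias against long transcripts in that library may account for part of this pattern. The fitted trend did not account for the score of the WP2075 genes, and for the other scores the pattern cannot be told apart from that explanation. The drug was the same in the other R33-treated mice, so no biological explanation was tested.

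Among vehicle controls, the contralateral library of the mouse labelled J stood apart in its length slope (-0.0418), while the injected library of that mouse had a slope of 0.0306. No explanation was tested for it. The score of the TFEB and lysosome genes of the R55-treated mouse labelled Q was 4.446, against 4.47 to 4.474 in the other R55-treated mice, and the vehicle controls averaged 4.425. No explanation was tested for this either. In all, 7 of 48 groups had a sample this far from the others, where chance gives about 5%, and 5 of the 7 belong to 1 mouse.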

How the results depend on the processing

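Choices were made before the data were examined except where an alternative is marked as added. The tests of a result at an unadjusted p-value were chosen only after the result was seen.

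Over the counts of called genes, 81 of 99 results under other alternatives and 85 of 98 with a mouse left out were within 1.5 times the reported count. Most of these counts are 0, which is a weak test of stability. Of the list scores, 99 of 112 under other alternatives and 108 of 126 with a mouse left out had the direction and the side of 0.05 reported. For single genes these numbers were 84 of 89 and 50 of 54. For correlations and separation they were 33 of 35 and 28 of 28, where 1 value reversed and 1, still above 0, was counted as moved. The 28 include the fall of the correlation between R55 and R33 from 0.732 to 0.311 without the R33-treated mouse labelled AD. They thus show no stability in size. Besides the pseudocount for genes of low expression, the cause of a moved or reversed value was not tested. Only for the R55 calls without the mouse labelled AD do fold changes given below bear on it.

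R55 against vehicle, with 1 gene called (1096 at an unadjusted p-value under 0.05), gave 0 genes with median-of-ratios size factors (1046), no filter (1558), the length trend removed (856), the GC trend removed (1170), the label series as a covariate (985), 1 library per mouse (427), voom with the correlation within mice (492), the injected hemisphere (141) and the contralateral hemisphere (1486). Added alternatives also gave 0 genes, namely no filter with a pseudocount of 0.1 (1581), the correlation within mice without voom (519) or with the length trend removed (352), and 1 library per mouse with the length trend removed (310). The smallest adjusted p-value over these fits ran from 0.054 to 1. Ryr2 stayed the only gene called with at least 10 fragments in every library (adjusted p = 0.0373), a pseudocount of 0.1 (adjusted p = 0.0365), and, both added, voom without the correlation (adjusted p = 0.0333) and no intensity trend (adjusted p = 0.0353). When only the 2 treatments were fitted, 12 genes were called (4 higher, 8 lower). With a mouse left out, 0 to 50 genes were called over 14 fits, with 612 to 1674 at an unadjusted p-value under 0.05. The 50 came without the R33-treated mouse labelled AD, which belongs to neither group of this contrast. Without that mouse, the R55 fold changes of the tested genes compared with Fig. 3 stayed the same. For Ryr2, Grin2b and Vps13d they were -0.498, -0.623 and -0.348 in both fits, so the added calls do not come from larger changes. The mouse enters this contrast through the spread, which the fit estimates over all treatments. At an unadjusted p-value under 0.05, genes higher and lower after R55 numbered 611 and 485, but 481 and 565 with size factors, 458 and 712 with the GC trend removed, and 388 and 468 with the length trend removed.

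R33 against vehicle gave 1 gene, lower after R33, without the filter, also 1 with a pseudocount of 0.1 besides (added, 1161), and 0 (481 to 1650 at an unadjusted p-value under 0.05) with a mouse left out. R55 against R33 gave 0 to 2 genes with a mouse left out (82 to 1335). The injection contrast gave 0 genes with the mouse as a replicate block (797) and 1 gene with the correlation within mice (896), or 5 genes with the length trend also removed (1239), both added. The correlation of R55 and R33 fold changes fell from 0.732 to 0.067 with different vehicle-treated mice for each drug, and to -0.064 with the length trend also removed (added). Over fits with a mouse left out it ran from 0.311 (without the R33-treated mouse labelled AD) to 0.827.

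In the injected hemisphere alone, exact permutation p-values rose past 0.05 for the scores of retromer-associated genes (-0.1531, p = 0.0714), calcium channel genes (-0.2626, p = 0.0714), glutamate synapse genes (-0.0939, p = 0.246) and TFEB and lysosome genes (0.0225, p = 0.246), and the γ-secretase score reversed to -0.0004. In the contralateral hemisphere the TFEB and lysosome score was 0.0608 (exact permutation p = 0.0714), while the scores of retromer-associated genes (-0.2516), calcium channel genes (-0.581) and glutamate synapse genes (-0.2468) each had an exact permutation p of 0.0079. Tested directly, the effect of a drug on a score did not differ between the hemispheres (smallest adjusted p = 0.4444 over 14 exact permutation tests). With the length trend removed, that score was 0.0246 (exact permutation p = 0.5556), the glutamate synapse score -0.0952 (p = 0.0714) and the γ-secretase score -0.0198. With size factors the TFEB and lysosome score was 0.0237 (exact permutation p = 0.6111). With the GC trend removed (added), it was 0.0134 (exact permutation p = 0.6349), the γ-secretase score -0.0006, and the Vps13 family score after R33 -0.2358 (p = 0.0397).

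With a mouse left out, scores ran from -0.0086 to 0.0921 for the core retromer, 0.0291 to 0.0541 for TFEB and lysosome genes (exact permutation p from 0.0179 to 0.0571), -0.2042 to -0.1508 for glutamate synapse genes (p from 0.0286 to 0.0571), -0.042 to 0.1936 for DAM-induced genes, -0.0232 to 0.1005 for DAM-suppressed genes, -0.0023 to 0.1331 for inflammatory genes, and -0.2801 to -0.125 for the Vps13 family after R33 (p from 0.0286 to 0.1429). Log₂ fold changes ran from -0.013 to 0.081 for Vps35 and from -0.050 to 0.104 for Vps29. After R55 the scores of the Vps13 family (-0.3487 to -0.3016), WP2075 genes (-0.2234 to -0.1743) and learning and memory genes (-0.3623 to -0.3008) stayed below 0 with exact permutation p-values of at most 0.0286 in these fits. Each of these p-values was the smallest the number of mice allows. The lists were drawn mostly from the paper's calls on these mice, so the p-values show no stability.

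The DESeq2 alternatives were not run, because the rule set for FPKM left out tests made for counts. Fragments were recovered, so this was a choice, and only voom was run on them. Own size factors took the place of those meant for counts. No design with the mouse as a block can be fitted beside treatment, because each mouse had 1 treatment.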

Differences from the paper's values

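The paper reports 218 differentially expressed genes for R55 against vehicle, and 1 was called here, Ryr2. The paper reports 19 for R33 against vehicle, 11 for R55 against R33 and 171 between the hemispheres, and 0 were called here in each (762, 149 and 450 at an unadjusted p-value under 0.05). The paper finds 4 genes shared by the R55 and injection comparisons, and 0 were shared here, with 26 at an unadjusted p-value under 0.05 in both. None of the alternatives run, whether set before the data were examined or added after seeing the values, closed these gaps. DESeq2, which the authors used, was not among them, so its share in the gaps is not known. The paper also gives more mice per group than were used here, and 5 deposited libraries were not used. No alternative added libraries, so the share of the different samples in the gaps is not known either.

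Some settings call genes that the paper draws as differentially expressed in Fig. 2B and that were not called here. When only the 2 treatments were fitted, 12 genes were called, all 12 in the network: Cacna1e, Cgrrf1, Dcc, Grin2b, Lrp1b, Lrrc7, Pclo, Phyh, Prim2, Ryr2, Tsc22d3 and Vps13d. Without the R33-treated mouse labelled AD 50 were called, 44 of them in the network, Vps13b, Vps13c, Vps13d, Lrp1 and Plxna4 included. Without the vehicle-treated mouse labelled AH the calls were Dcc, Nr1d2, Ryr2 and Tsc22d3, and without the one labelled J they were Dync1h1, Nat8f5 and Ryr2, all in the network.

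Of 28 log₂ fold changes read by eye from Fig. 3, 26 had the sign found here, 27 were smaller in size here, and the median ratio of the value here to that in the figure was 0.712. The values here had 1 added before the log2 step. With 0.1 added every one of them was larger in size. For genes of the same sign, part of the shortfall thus comes from the added 1. The paper's values differed for 9 genes. Cacna1d was about -0.39 in Fig. 3, read by eye, and -0.254 here. It came within the spread between mice with a pseudocount of 0.1 (-0.311), without the R55-treated mouse labelled AA (-0.272) and without the vehicle-treated mouse labelled AH (-0.282). Dcc was about -0.79 in Fig. 3 and -0.464 here, Grip1 about -0.33 and -0.192, and Lrp1b about -0.89 and -0.481. A pseudocount of 0.1 brought these to -0.679, -0.258 and -0.761, within the spread between mice, with or without the filter, and no other alternative did. For Ube2l6 the figure shows about -0.48 against 0.342 here, and for Uba7 about -0.17 against 0.106. None of the 19 alternatives gave the sign of the figure for either gene, though Uba7 came within the spread between mice of the figure's value without the R55-treated mouse labelled AA (0.016) and without the vehicle-treated mouse labelled AH (0.023). Fbn1, Mmp12 and Lhx9 averaged less than 1 FPKM and were fitted without the filter. Fig. 3 shows about -0.46 for Fbn1 against -0.153 here, about 2.4 for Mmp12 against 0.285, and about -2.8 for Lhx9 against -0.323. Adding 1 to values this low shrinks fold changes. With 0.1 added they were -0.327, 0.81 and -0.852, and the log2 ratios of the mean FPKM, with nothing added, were -0.43, 3.14 and -1.48. Both were chosen after seeing the values. The ratio brought Fbn1 within the spread between mice, passed the figure's value for Mmp12 and left Lhx9 short of it.

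The paper describes R55 as raising the γ-secretase components, and here 2 of 6 were higher and 4 lower. It describes pro-inflammatory Il1 as raised, and Il1a changed by -0.01, while Il1b, which averaged less than 1 FPKM, changed by 0.149 in the paper's direction. It describes the whole Vps13 family as significantly changed by both drugs, and the smallest adjusted p-value of the family was 0.13 after R55 and 0.834 after R33. The paper states that WP2075 genes moved in the same direction after both drugs, and Calml4 did not.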

Other observations

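The tests of unadjusted counts, of the length trend and of the hemisphere interaction on other splits of the mice, and the tests of the list scores with the length trend removed, were chosen only after the result was seen.

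For each comparison, other splits of the same mice were fitted in the same way, up to 100 splits with the real one included. For R55 against vehicle 14 of 100 splits called at least as many genes as the real one, the most being 741, and 42 had as many at an unadjusted p-value under 0.05. In comparisons that called 0 genes, the count at an unadjusted p-value under 0.05 was compared. As many were found in 81 of 100 splits for R33 against vehicle, 92 for R55 against R33, 17 exchanges of hemispheres within mice for the injection, 57 for R55 in the injected hemisphere, 14 for R55 in the contralateral hemisphere and 30 for the interaction of R55 with hemisphere (27 with the mouse as a block, added). These splits mix mice with labels of 1 and 2 letters, which differ in many genes. So treatments were also exchanged only within each series of labels, in all 60 splits, chosen after seeing the data. For R55 against vehicle 8 of 60 then called at least as many genes, the most being 348, and 20 had as many at an unadjusted p-value under 0.05. As many at that level were found in 41 of 60 for R33 against vehicle, 53 for R55 against R33, 25 for R55 in the injected hemisphere, 11 in the contralateral hemisphere and 16 for the interaction (15 with the block). None of these counts was rarer than 1 in 20 in either kind of split.

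The R55 fold changes fell with transcript length across genes (rho = -0.494), and 5 of 100 splits gave a correlation as far from 0, or 2 of 60 with treatments exchanged within the series of labels. The slope of log2 expression on log2 transcript length was -0.0175 ± 0.0326 in R55-treated mice (SD, n = 5) and 0.0311 ± 0.0249 in vehicle controls (SD, n = 4), with a two-sided exact permutation p = 0.0397. In R33-treated mice it was -0.0048 ± 0.0785 (SD, n = 5, exact permutation p = 0.5714 against vehicle). The slopes of libraries of one mouse could differ, as in the R55-treated mouse labelled Q (-0.1752 contralateral and 0.0649 injected). A length-dependent difference between libraries, such as in RNA integrity, may contribute to the R55 changes, since these fell with transcript length. The paper's methods give a lower bound of the RNA integrity number that all samples exceeded. They give no value per library, so differences above that bound are not known. With the trend removed, the log₂ fold change of Ryr2 was -0.236 in place of -0.498. Its call was then lost, but settings that do not touch length also lost it, so that loss alone is no evidence. A drug effect on long genes would give the same trend, and these data cannot tell the explanations apart. Total fragments did not differ between R55 and vehicle mice (exact permutation p = 0.8175), and the smallest adjusted p-value of 9 lists of cell type and region markers was 0.6984. With the GC trend removed the smallest adjusted p-value over genes was 0.0591, and with the label series as a covariate 0.054, each just past the threshold. That alone is no evidence for either explanation, and the call of Ryr2 cannot be told apart from them. Removal of the GC trend did not shrink the scores of the Vps13 family (-0.3385 in place of -0.3265) or the WP2075 genes (-0.2169 in place of -0.1944).

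The scores of 5 lists after R55 had the same direction but were smaller with the length trend removed. The exact permutation p was 0.0079 for the Vps13 family (-0.11 in place of -0.33), 0.0238 for WP2075 genes (-0.11 in place of -0.19), 0.0079 for learning and memory genes (-0.20 in place of -0.33), 0.0079 for calcium channel genes (-0.22 in place of -0.42) and 0.0317 for retromer-associated genes (-0.09 in place of -0.20). The lists were drawn mostly from the paper's calls on these mice, so a remainder below 0 was to be expected. The tests show no stability, and cannot tell whether transcript length explains these differences.

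The R55 and R33 fold changes share the vehicle controls. With different vehicle-treated mice for each drug the mean correlation was 0.067, which is consistent with the shared controls as a source of the correlation of 0.732. With 2 vehicle-treated mice for each drug, the estimates are also noisier. The correlation also fell to 0.311 without the R33-treated mouse labelled AD, with all vehicle-treated mice still shared, so much of it depends on that mouse. The correlation of the R33 fold changes with transcript length went from -0.46 to -0.05 without it (Spearman's rho across genes).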
